# Genetic and epigenetic features direct differential efficiency of Xist-mediated silencing at X-chromosomal and autosomal locations

**DOI:** 10.1038/s41467-017-00528-1

**Published:** 2017-09-25

**Authors:** Agnese Loda, Johannes H. Brandsma, Ivaylo Vassilev, Nicolas Servant, Friedemann Loos, Azadeh Amirnasr, Erik Splinter, Emmanuel Barillot, Raymond A. Poot, Edith Heard, Joost Gribnau

## Abstract

*Xist* is indispensable for X chromosome inactivation. However, how Xist RNA directs chromosome-wide silencing and why some regions are more efficiently silenced than others remains unknown. Here, we explore the function of Xist by inducing ectopic *Xist* expression from multiple different X-linked and autosomal loci in mouse aneuploid and female diploid embryonic stem cells in which Xist-mediated silencing does not lead to lethal functional monosomy. We show that ectopic *Xist* expression faithfully recapitulates endogenous X chromosome inactivation from any location on the X chromosome, whereas long-range silencing of autosomal genes is less efficient. Long interspersed elements facilitate inactivation of genes located far away from the *Xist* transcription locus, and genes escaping X chromosome inactivation show enrichment of CTCF on X chromosomal but not autosomal loci. Our findings highlight important genomic and epigenetic features acquired during sex chromosome evolution to facilitate an efficient X chromosome inactivation process.

## Abstract (web summary)

Xist RNA is required for X chromosome inactivation but it is not well understood how Xist silences some regions more efficiently than others. Here, the authors induce ectopic *Xist* expression from multiple different X-linked and autosomal loci in cells to explore Xist function.

## Introduction

In mammals, dosage compensation of sex chromosomal genes between females (XX) and males (XY) is achieved through X chromosome inactivation (XCI). XCI starts with the monoallelic upregualtion of the X-linked non-coding gene *Xist* and culminates in the conversion of one entire X chromosome into a silent heterochromatic entity known as the Barr body (Xi)^1, 2^. During XCI, Xist RNA spreads in *cis* and recruits a multitude of factors involved in trancriptional inactivation. The Xi is initially depleted of euchromatic histone modifications such as H3K4me2/me3 and H3/H4 acetylation, and subsequently enriched for repressive marks such as H3K27me3 and H2AK119ub^3–6^. Although *Xist* is the major player of the process^7–10^, the molecular mechanisms by which Xist RNA spreads along the chromosome and triggers gene silencing remains largely unknown. Several X;autosome translocation studies showed incomplete inactivation of the autosomal material^11–14^, suggesting a sequence-specific model for Xist spreading. In this context, long interspersed elements (LINE) have been proposed to work as “way stations” for X-linked-specific Xist spreading^15^. LINEs are enriched on both human and mouse X chromosomes relative to autosomes and take part in the formation of the Xi silent compartment^3, 16^. However, LINE-rich genomic areas correspond to gene-poor areas, whereas gene-rich areas are depleted of LINEs. Thus, the preferential spreading of Xist RNA in LINE-rich regions of autosomes may reflect negative selection against cells in which Xist-mediated silencing leads to functional aneuploidy^14, 16–18^. In addition, specific X-linked regions that are targeted by Xist RNA at the onset of XCI are not enriched for LINEs, thus questioning their role in conferring X chromosome specificity to Xist spreading^19, 20^.

Around 3–7% of mouse X-linked genes escape from XCI^21^. To date, how these genes can remain transcriptionally active within the silent Xi remains largely unknown. Escaping genes lack the epigenetic marks typical of inactivated genes and retain active marks^22, 23^. Furthermore, they are located outside the Xist RNA domain^3, 24^, have been suggested to be intrinsically competent to resist XCI^25^_,_ and to be flanked by *cis*-acting elements that protect neighboring genes from escape^26^. CTCF has been proposed to play a role in XCI escape both acting as a boundary element between active and inactive loci^27^ or as an anchor that allows looping out of active domains from the Xi territory^28, 29^.

Unraveling Xist’s functions is critical for a complete understanding of XCI. Here, to address the mechanism(s) directing Xist-mediated silencing, we set up a doxycycline-responsive *Xist* expression system in mouse embryonic stem cell (ESC) lines. By inducing ectopic XCI from several genomic regions in karyotypically normal and abnormal ESC lines, we discovered that: (I) Xist’s silencing efficiency is locus dependent, (II) specific X-linked but not autosomal loci are intrinsically prone to become inactivated or to escape XCI, (III) LINEs facilitate gene silencing but are unlikely to work as X-specific way stations, and (IV) CTCF plays a X-specific role in directing XCI escape.

## Results

### An inducible *Xist* expression system in mouse ESC lines

To assess the efficiency of Xist-mediated silencing from several genomic contexts, we set up a doxycycline-responsive expression system in F1 2–1 ESC lines (129/Sv-Cast/Ei). First, we generated an Xist-inducible transgene using a Cast/Ei bacterial artificial chromosome (BAC) covering 300 kb of the X chromosome including the *Xist* endogenous locus. Through homologous recombination in bacteria^30^, 1 kb upstream of *Xist* transcription starting site (TSS) was replaced with a targeting cassette carrying a P_tight_ bidirectional doxycycline-responsive promoter driving Xist and a DsRed reporter gene (Fig. 1). Next, the Xist-inducible transgene was transfected into F1 2–1 female ESCs in which the reverse tetracycline transactivator M2rtTA had been targeted at the *ROSA26* locus (Supplementary Fig. 1A, B). Neomycin-resistant ESCs were screened by either restriction fragment length polymorphism (RFLP)-PCR or DNA fluorescent in situ hybridization (FISH), and four sets of transgenic female ESC lines were selected: (1) Tg-E clones, in which the Xist transgene was targeted to the *Xist* endogenous locus of the Cast/Ei X chromosome of a wild-type ESC line (40,XX). Four independent Tg-E clones were generated (68, 87, 77, 64), in which successful homologous recombination of the transgene was assessed by RFLP-PCR (Fig. 1a; Table 1). (2) Tg-X;8 and (3) Tg-X clones, in which the Xist transgene was randomly integrated on either X chromosomes of a karyotypically abnormal ESC line carrying two intact copies of chromosome 8 and a duplication of the distal two-thirds of the Cast/Ei chromosome 8, which is fused to the 129/Sv X chromosome in the resulting X;8 translocation (40,XX,t(X;8)) (Supplementary Fig. 1C). We generated three independent Tg-X;8 clones (339, 203b, 267), with the Xist transgene integrated at different loci on the X;8 translocation product, and four independent Tg-X clones (85, 86, 109, 190) carrying the Xist transgene on the wild-type Cast/Ei X chromosome (Fig. 1d, e; Table 1). Finally (4), we generated six independent Tg-12 clones (251, 292, 228, 160, 55, 273), in which the Xist transgene was randomly integrated at different loci of one copy of chromosome 12 in a trisomic ESC line (41,XX,dup12) (Fig. 1f, g; Table 1). All Tg-X;8, Tg-X, and Tg-12 clones were initially selected by DNA FISH using chromosomes X, 8, and 12-specific probes, followed by targeted locus amplification^31^ to determine the exact site of integration (Table 1).

**Fig. 1:**
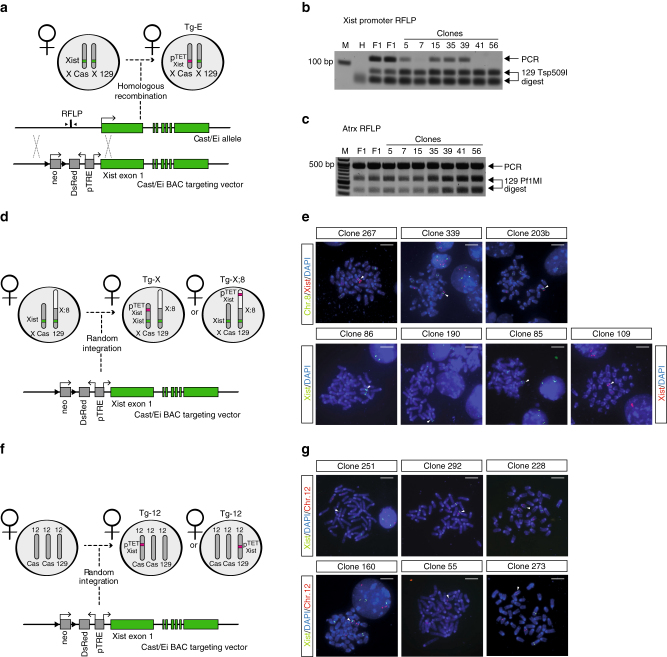
Generation of a tetracycline-responsive Xist expression system in ES cells. **a** Targeting strategy to generate Tg-E clones. The Xist TSS was replaced with a bidirectional tetracycline-responsive Ptight promoter, a DsRed reporter gene, and a neomycin resistance cassette. **b** PCR amplification with primers indicated in **a** followed by a Tsp509I RFLP digest of PCR product to identify clones with a correctly targeted Cast/Ei allele. Correct targeting results in loss of Cast/Ei-specific band, as shown for clones 7, 41, and 56. *Arrows* indicate size of PCR product and Tsp509I restriction fragments. *F1* F1 2-1 polymorphic 129/Sv-Cast/Ei mother cell line, M marker, H water. **c** PCR amplification of a fragment of the X-linked gene *Atrx* and *Pf1*MI digest of the PCR product to verify the presence of two X chromosomes. *Arrows* indicate size of PCR product and size of *Pf1*MI restriction fragments. **d**, **f** Schematic representation of the strategy used to generate Tg-X, Tg-X;8 **d**, and Tg-12 clones **f**. The Xist transgene was randomly integrated into F1 2-1 40,XX,t(X;8) or 41,XX,dup12 ESC lines and neomycin-resistant clones were screened by DNA FISH. **e**, **g** DNA FISH screening of Tg-X, Tg-X;8 **e**, and Tg-12 **g** clones. *Arrows* indicate the chromosome carrying the Xist transgene. Positive Tg-X;8 clones show co-localization of three DNA FISH signals on the translocated X;8 chromosome corresponding to the Xist endogenous locus, the ectopic transgene, and the chromosome 8 portion of the X;8 translocation. Three independent ES clones were generated (267, 339, 203b). Positive Tg-X clones show two DNA FISH signals on the wild-type Cast/Ei X corresponding to the endogenous Xist locus and to the ectopic transgene, respectively. Four independent ES clones were generated (86, 190, 85, 109). Positive Tg-12 clones show co-localization of two DNA FISH signals on one of the three copies of chromosome 12, corresponding to the Xist-inducible transgene and to chromosome 12, respectively. Six independent ES clones have been generated (251, 160, 273, 292, 55, 228). *Scale bars* represent 5 μm

**Table 1:** Summary of transgenic clones generated in this study

Clone	Category	Chr.	Allele	Karyotype	5′–3′ Integration sites (mm10)	Additional information
87	Tg-E	X	Cast	40,XX	chrX:103,460,373-103,483,217	*Xist* promoter 1 kb del (Cast)
68	Tg-E	X	Cast	40,XX	chrX:103,460,373-103,483,217	*Xist* promoter 1 kb del (Cast)
64	Tg-E	X	Cast	40,XX	chrX:103,460,373-103,483,217	*Xist* promoter 1 kb del (Cast)
77	Tg-E	X	Cast	40,XX	chrX:103,460,373-103,483,217	*Xist* promoter 1 kb del (Cast)
267	Tg-X:8	X:8	129	40,XX,t(X;8)	chr8:110,645,220-110,329,507	Tsix-Stop allele (129)
339	Tg-X:8	X:8	129	40,XX,t(X;8)	ND	–
203b	Tg-X:8	X:8	129	40,XX,t(X;8)	chr8:122,340,941-122,343,259	–
86	Tg-X	X	Cast	40,XX,t(X;8)	chrX:134,402,074^a^-134,559,764	–
190	Tg-X	X	Cast	40,XX,t(X;8)	chrX:169,976,922^a^-170,005,736^a^	–
85	Tg-X	X	Cast	40,XX,t(X;8)	~chrX telomere	–
109	Tg-X	X	Cast	40,XX,t(X;8)	chrX:103,483,223^a^-103,484,258^a^	–
251	Tg-12	12	ND	41,XX,dup12	ND	–
292	Tg-12	12	Cast	41,XX,dup12	chr12:89,465,956^a^-89,155,600	–
228	Tg-12	12	Cast	41,XX,dup12	chr12:109,077,348-109,113,528	–
160	Tg-12	12	Cast	41,XX,dup12	~chr12 centromere	Tsix-Stop allele (129)
55	Tg-12	12	129	41,XX,dup12	chr12:104,543,748^a^-104,556,010	–
273	Tg-12	12	Cast	41,XX,dup12	chr12:98,483,300^a^-98,489,700	–

TLA targeted locus amplification

^a^Due to the features of the integration locus and/or the Xist transgene sequence, the initial TLA experiment did not yield the exact integration site, but did allow to make the approximation indicated

### Ectopic Xist RNA spreads in *cis* on chromosomes

Next, we asked whether ectopic *Xist* could be efficiently expressed upon doxycycline induction and whether the induced Xist RNA could spread in *cis* on chromosomes X, 12, and 8. To this end, all ESC clones were grown in ESC medium supplemented with doxycycline for 5 days. By inducing ectopic XCI in undifferentiated ESCs, we were able to uncouple Xist function from cell differentiation, thus allowing the efficiency of Xist spreading to be assessed independently of any selection on cell viability. Xist RNA could be ectopically expressed from both the X chromosome and autosomes, with the inducible system showing no leakiness of *Xist* expression (Fig. 2a–d). Tg-X;8 clone 267 and Tg-12 clone 160 carry a previously described *Tsix*-Stop allele^32^ on the 129/Sv X chromosome, which explains the higher level of basal *Xist* expression in untreated conditions. This *Tsix*-Stop allele is present in the original lines as a floxed allele and was removed in all clones except clones 267 and 160 upon Cre-mediated removal of the neo selection cassette. Xist RNA enrichment in doxycycline-treated cells vs. untreated cells varies from 10- to 250-fold in between different clones (Fig. 2a–d). In spite of this variability, the enrichment of ectopic Xist in ESCs is either comparable or higher than the one reached by endogenous *Xist* upon neuronal differentiation of untreated ESCs (Supplementary Fig. 2A). In fact, endogenous Xist is upregulated by 3- to 70-fold between day 2 and day 4 of differentiation, when XCI starts, compared to undifferentiated ESCs, prior to XCI (Supplementary Fig. 2A). To assess whether ectopic Xist RNA is stable and can spread in *cis* from different loci, we performed Xist RNA FISH on all transgenic clones after 5 days of doxycycline induction (Fig. 2e–k). About 50–70% of induced cells showed an Xist-coated chromosome (Fig. 2e–h) which was stable over time (Supplementary Fig. 2B, C). Taken together, this data demonstrate that we set up a robust *Xist* expression system to separate Xist RNA function from genomic context and cell differentiation and without any aneuploidy-related phenotype.

**Fig. 2:**
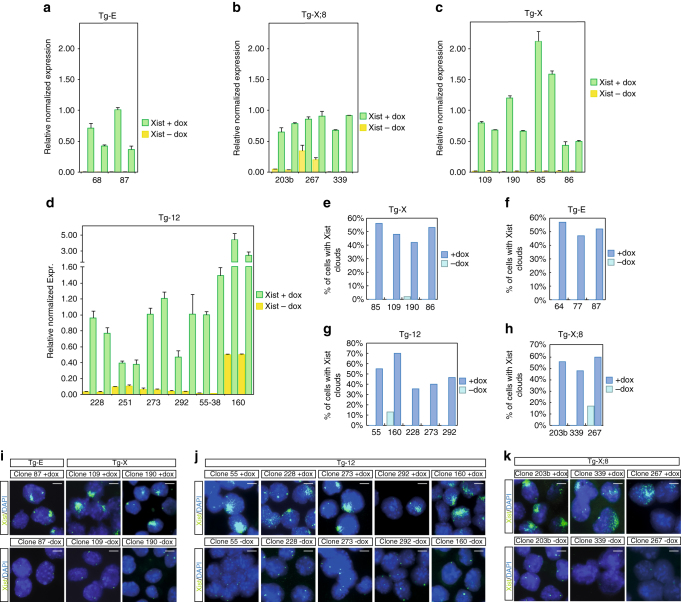
Ectopic Xist RNA induction in undifferentiated ES cells. qPCR quantification of Xist RNA in clones **a** Tg-E (68, 87), **b** Tg-X;8 (203b, 267, 339), **c** Tg-X (109, 190, 86, 85), and **d** Tg-12 (228, 251, 273, 292, 55-38, 160) after 5 days of doxycycline treatment. Data of two independent experiments are shown (**e**–**h**). Quantification of Xist RNA FISH experiments in clones Tg-X (85, 109, 190, 86) **e**, Tg-E (64, 77, 87) **f**, Tg-12 (55, 228, 273, 292, 251) **g**, and Tg-X;8 (203b, 339, 267) **h** after 5 days of doxycycline induction. *n* > 100 nuclei counted per ES clones. **i**–**k** Representative images of Xist RNA FISH analysis of clones Tg-E (87), Tg-X(109), Tg-X;8 (203b, 339), and Tg-12 (55, 228, 273, 292) after 5 days of doxycycline treatment. Xist, FITC; DNA is stained with DAPI (*blue*). *Scale bars* represent 5 μm

### X-linked genes are more efficiently silenced than autosomes

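RNA-seq libraries of 13 clones were analysed, all derived from the F1 2-1 female ESC line, whose homologous chromosomes come from 129/Sv and Cast/Ei mice, so that a read over a polymorphism can be assigned to one allele. Of 60 deposited libraries, 52 could be assigned to a clone, a cell type and a treatment, 48 of them from undifferentiated ESCs. The other 8, all labelled clone 292, are not used here, because their cell-type labels do not match the ESC and neuron samples of the paper. For each library the authors deposited the number of Cast and 129 reads of each gene, without normalization, together with the Cast fraction of these reads. Untreated ESC libraries held between 731374 and 3656039 allele-specific reads (median 1593401.5, n = 24), and libraries of ESCs treated with 2 µg/ml doxycycline for 5 days held between 991212 and 5830149 (median 1681443.5, n = 24). A gene is listed in a library only with at least 8 allele-specific reads, which left between 5871 and 10702 genes per library, and the filter on the reads of each polymorphism is already included in the counts. Libraries, not genes, were taken as replicates. The median Cast/all ratio over the genes of a chromosome was computed in each library, and treated and untreated libraries were compared by an exact two-sided permutation test of the treatment labels within each clone. Gene by gene, allelic shifts were tested on the read counts of both alleles with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment within the chromosome, over genes listed in every library compared. Xist reads were listed in all 24 treated ESC libraries. As CPM, counts scaled to the allele-specific reads of the library, they numbered 1453 to 2313 in treated Tg-E libraries, 543 to 2291 in Tg-X, 489 to 2116 in Tg-X;8 and 189 to 2563 in Tg-12 libraries. In untreated libraries Xist was listed in 1 of 2 Tg-E, 6 of 8 Tg-X, 5 of 6 Tg-X;8 and 3 of 8 Tg-12 libraries. The highest Xist CPM was 15.9 in an untreated Tg-E library and 56.1 in an untreated Tg-X library. In untreated Tg-X;8 and Tg-12 libraries the maxima of 197 and 325 were reached in clones 267 and 160, which carry a Tsix-Stop allele.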

To assess whether ectopic Xist RNA could trigger gene silencing independently of its genomic position, we performed RNA-seq analysis of Tg-E, Tg-X, Tg-X;8 and Tg-12 clones after 5 days of doxycycline treatment in undifferentiated ESCs. 

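All clones had 2 untreated and 2 doxycycline-treated ESC libraries, except clone 203b with 1 treated library and clone 68 with 1 treated and no untreated library. The treated library of clone 68 was compared with both untreated libraries of clone 87, the other Tg-E clone with RNA-seq data. Allele-specific read numbers per gene on the log2 scale correlated between replicate ESC libraries of the same clone and treatment with Pearson's r between 0.901 and 0.994, computed across genes, which are not independent replicates. The chi-square statistic per degree of freedom between replicate ESC libraries was between 1.65 (untreated clone 203b) and 92.4 (untreated clone 55). It was above 1 in every pair, so that replicate libraries differed by more than counting noise.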

We generated 52 RNA-seq libraries including two biological replicates per clone in both doxycycline- treated and untreated conditions. Total RNA-seq reads were aligned to both the 129/Sv and the Cast/Ei parental genomes and the abundance of allele-specific reads was estimated by summing up the number of 129- and Cast-specific reads of all exonic single-nucleotide polymorphism (SNPs) within the gene^33^. For each gene in our data set, we used the total counts of 129/Sv (*N*_129_) and Cast/Ei (*N*_Cast_) allele-specific reads to obtain the ratio of Cast-specific gene expression (Cast/all ratio = (*N*_Cast_)/(*N*_Cast_ + *N*_129_)). Only polymorphic sites showing a coverage equal to or higher than five reads were treated as informative. For genes containing a single polymorphic site, the coverage threshold was increased to eight reads. 

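In clone 87, a Tg-E clone, the median Cast/all ratio of X-linked genes was 0.498 ± 0.00576 (SD, n = 2 libraries, with 266 and 335 genes) without doxycycline and 0.318 ± 0.0164 (SD, n = 2, with 246 and 269 genes) with doxycycline. The shift of -0.180 had an exact two-sided permutation p = 0.333, which is the smallest that 2 against 2 libraries allow. The replicate numbers of the labels pair treated with untreated libraries. With this pairing as a block the shift was the same (exact sign-flip permutation p = 0.5, the smallest that 2 pairs allow), and the replicate differences of the treated and untreated libraries of clone 87 were hardly correlated across genes (r = 0.0249) for the Cast/all ratio and correlated with r = 0.333 for expression. The treated library of clone 68 had a median of 0.319 over 339 genes. Among the alternatives, pooling the reads of all X-linked genes moved the shift most, to -0.144. Of 229 X-linked genes tested in clone 87 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 149 had an adjusted p under 0.05, of which 148 lost Cast reads relative to 129 reads, and the median log2 change of the Cast to 129 ratio over all tested genes was -0.98.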

In Tg-E clones, in which the inducible transgene is targeted at the *Xist* endogenous locus of the Cast/Ei X chromosome, the overall X-linked gene expression changes from biallelic expression (ratio = 0.5) in untreated cells to a more 129/Sv-monoallelic gene expression (ratio < 0.5) in doxycycline- treated cells. 

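The Δ ratio of a gene is the Cast/all ratio of an untreated library minus that of the treated library with the same replicate number, with its sign reversed where the transgene lies on the 129 chromosome, so that silencing of the transgene allele is positive. In clone 87, 70.0% ± 0.63 (SD, n = 2 pairs, with 233 and 267 genes) of X-linked genes had a Δ ratio between 0.1 and 0.5, and 2.20% had a Δ ratio of the same size in the opposite direction. In clone 68 the percentages were 66.8% and 1.52%, with the untreated libraries of clone 87 as the reference. Between the 2 untreated replicates of clone 87, 11.7% of X-linked genes differed by such an amount, and on autosomes without a transgene the median percentage upon doxycycline was 12.1% in clone 87. Averaged over all 13 clones, 13.5% of genes on autosomes without a transgene passed the limit upon doxycycline, and binomial draws at the depth of each gene, without any change in the ratio, gave 10.7%. The lower limit of the Δ ratio moved the percentage most. With 0.2 in place of 0.1, 35.7% of X-linked genes of clone 87 were counted.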

Since ectopic XCI can be induced in only 60–70% of doxycycline- treated ESCs (Fig. 2e–h), we consider all genes that show a Δ ratio between 0.1 and 0.5 to be affected by Xist RNA (Fig. 3a, b), resulting in silencing of 60–70% of all X-linked genes (Fig. 3a, b), and highlighting efficient ectopic XCI when Xist is induced from its endogenous locus. Similarly, in Tg-X and Tg-X;8 clones, X-linked gene expression upon doxycycline induction shifts from biallellic (ratio = 0.5) to either more 129- or Cast-monoallelic expression according to which of the two X chromosomes carries the Xist transgene. Thus, Tg-X clones 85, 86, 109, 190 show inactivation of the wild-type Cast/Ei X chromosome (ratio < 0.5), whereas in Tg-X;8 clones 203b, 267, and 339 the 129/Sv X chromosome portion of the X;8 translocation product is inactivated upon doxycycline Xist induction (ratio > 0.5) (Fig. 3c, h). 

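In Tg-X clones, which carry the transgene on the Cast X chromosome, the median X-linked Cast/all ratio was 0.512 ± 0.00683 (SD, n = 8 libraries of 4 clones) without and 0.400 ± 0.0370 (SD, n = 8) with doxycycline. The mean shift over clones was -0.112 (SD between pairs 0.0165, exact two-sided permutation p = 0.00154, the smallest possible). In Tg-X;8 clones, with the transgene on the 129 X portion of the translocation product, the ratio was 0.532 ± 0.0256 (SD, n = 6 libraries of 3 clones) without and 0.608 ± 0.0123 (SD, n = 5) with doxycycline, a mean shift of 0.0748 (SD between pairs 0.0210, exact permutation p = 0.00926, the smallest possible). With same-numbered libraries paired as a block, the Tg-X shift did not change (exact sign-flip permutation p = 0.00781, the smallest possible) and the Tg-X;8 shift was 0.0726 (exact p = 0.0625, the smallest that 5 pairs allow). This pairing rests on the replicate numbers alone. The replicate differences in the Cast/all ratio correlated between treated and untreated libraries with a mean r of -0.000395 over 11 clones, so the numbers carried no information on the ratio. For expression the mean r was 0.105, between -0.570 in clone 160 and 0.674 in clone 55. Of the alternatives, pooling all reads moved the Tg-X;8 shift most, to 0.0525. Of 156 X-linked genes tested in Tg-X clones, 107 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 106 of them with a loss of Cast reads, and 105 with the replicate block. In Tg-X;8 clones the test gave 51 of 186 genes, 50 of them with a loss of 129 reads, and 44 with the replicate block. Bex1 (gene ID 19716, chromosome X of GRCm38 from 136213972 to 136215513) changed by -1.50 on the log2 scale in Tg-X clones (standard error 0.0852, adjusted p = 1.13e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 1.79 in Tg-X;8 clones (standard error 0.103, adjusted p = 1.93e-15 from the same test). Distal to 149166495 on the X, between Lrch2 and Maged2, the 43 genes with data had a median untreated Cast/all ratio of 1.00 in all Tg-X and Tg-X;8 clones, against 0.497 in clone 87. In untreated libraries of these clones, 129 reads made up at most 1.05% of the allele-specific reads in 41 of the 43 genes, which leaves little room for a Δ ratio, against 14.1% in Fancb and 33.3% in G530011O06Rik. Over the genes proximal to this position, an alternative chosen after seeing the data, the Tg-X;8 shift was 0.0718.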

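The median X-linked Cast/all ratio fell upon doxycycline in every Tg-X clone. It went from 0.512 ± 0.00774 (SD, n = 2 libraries per clone and treatment throughout) to 0.372 ± 0.00465 in clone 85, from 0.515 ± 0.00804 to 0.444 ± 0.00306 in clone 86, from 0.515 ± 0.00267 to 0.365 ± 0.0259 in clone 109 and from 0.508 ± 0.0114 to 0.4202 ± 0.00499 in clone 190. It rose in every Tg-X;8 clone, from 0.514 ± 0.00161 to 0.601 in clone 203b, which has a single treated library, and from 0.518 ± 0.00764 to 0.5998 ± 0.0126 in clone 339. In each clone the treated libraries lay outside the range of its untreated libraries. Clone by clone, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p under 0.05 for 88 of 197 X-linked genes in clone 85, 17 of 200 in clone 86, 91 of 186 in clone 109, 42 of 182 in clone 190, 13 of 203 in clone 203b and 37 of 233 in clone 339. All of these genes lost reads of the transgene allele, except 1 in clone 85 and 2 in clone 203b.

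**Figure D1:**
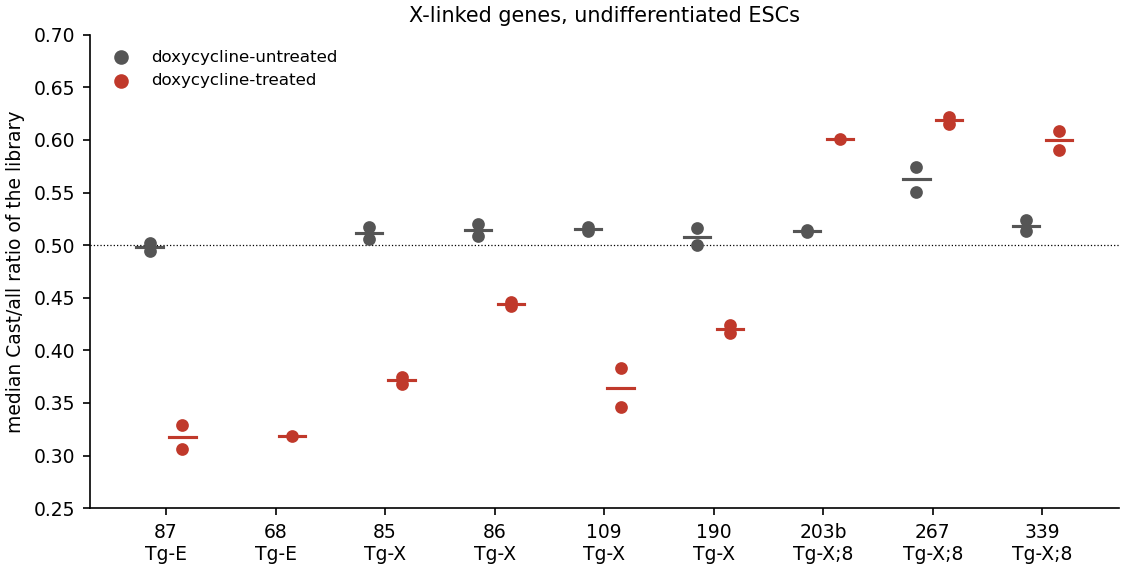
Median Cast/all ratio of X-linked genes in each ESC library (points), untreated and doxycycline-treated, by clone. Treated Tg-X libraries lie below their untreated libraries and treated Tg-X;8 libraries above them.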

Due to the presence of a *Tsix*-stop allele^32^, clone 267 already showed a bias toward Cast-monoallelic gene expression in untreated conditions. 

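Untreated libraries of clone 267 had a median X-linked Cast/all ratio of 0.563 ± 0.0169 (SD, n = 2), above both other Tg-X;8 clones, and treated libraries 0.619 ± 0.00483 (SD, n = 2). Over the genes proximal to the position at 149 Mb on the X beyond which the median ratio was 1.00, the untreated ratio was 0.533 in clone 267, 0.497 in clone 203b and 0.494 in clone 339. The untreated clone 267 libraries held 221 and 231 Xist reads of the 129 allele, against 13 and 19 of the Cast allele. In this clone, 20 of 205 tested X-linked genes had an adjusted p under 0.05 for a further loss of 129 reads upon doxycycline in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.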

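The percentage of X-linked genes with a Δ ratio between 0.1 and 0.5 was 52.9% ± 0.353 (SD, n = 2 pairs) in clone 85, 31.8% ± 0.611 (SD, n = 2) in clone 86, 60.0% ± 2.28 (SD, n = 2) in clone 109 and 39.3% ± 3.37 (SD, n = 2) in clone 190, all Tg-X. Among Tg-X;8 clones it was 35.4% in the single pair of clone 203b, 30.6% ± 0.164 (SD, n = 2) in clone 267 and 34.0% ± 5.03 (SD, n = 2) in clone 339. In the opposite direction the percentages were between 1.54% (clone 109) and 6.45% (clone 86). Tg-X clones were higher by 12.7 percentage points, a difference with an exact two-sided permutation p = 0.229 over the 7 clones, where 0.0286 is the smallest possible. All of these percentages include the genes distal to 149 Mb, whose median untreated Cast/all ratio was 1.00 in these clones. Over the genes proximal to that position, an alternative chosen after seeing the data, the percentages were 60.8% in clone 85, 36.6% in clone 86, 69.6% in clone 109, 44.7% in clone 190, 41.9% in clone 203b, 36.2% in clone 267 and 40.9% in clone 339, and Tg-X clones were higher by 13.3 points (exact permutation p = 0.257).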

Silencing of X-linked genes is slightly reduced when compared to Tg-E clones, but did not differ a lot between Tg-X and Tg-X;8 clones, ranging from 35 to 65% (Fig. 3d–i). This indicated that silencing of X-linked genes induced from Xist transgenes located on X chromosomal and autosomal sequences works equally well.

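Measured by the median Cast/all ratio, the X-linked shift was between 0.0702 and 0.151 in size in the 4 Tg-X clones and between 0.0560 and 0.0882 in the 3 Tg-X;8 clones. The mean of the Tg-X clones was larger by 0.0370 (exact two-sided permutation p = 0.257, smallest possible 0.0286). A difference between the 2 categories was not detected with 4 against 3 clones.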

**Fig. 3:**
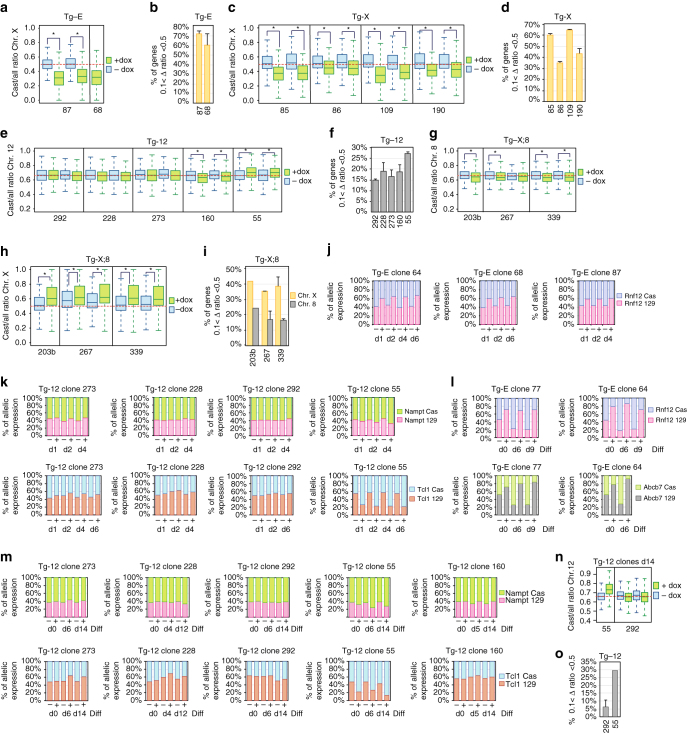
Xist-mediated silencing at different genomic loci. **a**, **c**, **h** Box plot showing the Cast/all ratio of X-linked genes for Tg-E **a**, Tg-X **c**, and Tg-X;8 **h** clones after 5 days of doxycycline treatment in undifferentiated ESCs. **e**, **g** Box plot showing the Cast/all ratio of chromosome 12 and 8 genes in Tg-12 and Tg-X;8 clones after 5 days of doxycycline treatment in undifferentiated ESCs. *p < 0.05 Mann–Whitney *U*-test. **b**, **d**, **f**, **i** Bar graphs showing the percentage of genes with a Δ ratio between 0.1 and 0.5 after 5 days of doxycycline treatment in undifferentiated ESCs. Δ ratio = (Cast/all ratio (−dox))—(Cast/all ratio (+dox)). For each clone, data from two independent replicates are shown. **j**, **k** RT-PCR analysis followed by pyrosequencing at different time points after doxycycline induction in undifferentiated ESC clones grown in serum + Lif conditions. Data for *Rnf12* (Chr. X), *Nampt*, and *Tcl1* are shown. **l**, **m** RT-PCR analysis followed by pyrosequencing at different time points of neuronal differentiation of Tg-12 and Tg-E clones. Data for *Rnf12* and *Abcb7* (Chr. X) and *Nampt* and *Tcl1* (Chr.12) are shown. **n** Box plot showing Cast/all ratio of chromosome 12 genes for Tg-12 clones 55 and 292 upon doxycycline induction at day 14 of neuronal differentiation. **o** Bar graph showing the percentage of genes with a Δ ratio between 0.1 and 0.5 in clones 55 and 292 upon doxycycline induction at day 14 of neuronal differentiation. Δ ratio = (−Cast/all ratio (−dox))—(Cast/all ratio (+dox))

Next, we tested whether ectopic Xist RNA could silence autosomal genes, focusing on chromosome 12 and 8 gene expression upon *Xist* induction in Tg-12 and Tg-X;8 clones, respectively. Tg-12 clones carry three chromosomes 12, one of 129/Sv, and two of Cast/Ei origin. Therefore, the Cast/all expression ratio is close to 0.66 in doxycycline-untreated clones. This allele-specific ratio shifts in either one or the other direction according to which of the three chromosome 12 carries the transgene. 

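The median chromosome 12 Cast/all ratio in untreated ESCs was 0.669 ± 0.00305 (SD, n = 2 libraries) in clone 160, 0.664 ± 0.000627 (SD, n = 2) in clone 228, 0.679 ± 0.00238 (SD, n = 2) in clone 273 and 0.664 ± 0.00517 (SD, n = 2) in clone 55, with 266 to 354 genes per library. Over these 8 libraries it ranged from 0.661 to 0.680. A chromosome present as 1 copy of 129 and 2 copies of Cast origin gives 0.667 when all copies are equally expressed. The 16 untreated libraries of Tg-E, Tg-X and Tg-X;8 clones, in which the paper describes no additional chromosome 12, had chromosome 12 medians between 0.656 and 0.684.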

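Oriented to the allele that carries the transgene, the chromosome 12 median fell in all 4 Tg-12 clones with a mean shift of -0.0220 (SD between pairs 0.00452, n = 8 pairs, exact two-sided permutation p = 0.00154, the smallest possible). With same-numbered libraries paired as a block the shift was the same (exact sign-flip permutation p = 0.00781, the smallest possible). The replicate differences in expression correlated between same-numbered treated and untreated libraries with r = 0.674 in clone 55 and 0.228 in clone 228, but with r = -0.570 in clone 160 and -0.249 in clone 273. With the opposite pairing in clones 160 and 273, which cannot change the mean shift, the exact sign-flip permutation p was also 0.00781. The treated Cast/all ratio was 0.640 ± 0.00740 (SD, n = 2) in clone 160, 0.658 ± 0.000101 (SD, n = 2) in clone 228 and 0.664 ± 0.00356 (SD, n = 2) in clone 273, all with a Cast transgene. In clone 55, with a 129 transgene, both treated libraries had 0.703. The largest shift of another autosome in the same libraries was 0.00709 in size. Of 215 chromosome 12 genes tested, 16 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all with a loss of the transgene allele, and 17 with the replicate block. On each other autosome of these clones the same test gave at most 1 gene. Dicer1 (gene ID 192119, chromosome 12 of GRCm38 from 104687740 to 104751968), which begins 132 kb from the transgene of clone 55, changed by -0.88 on the log2 scale (standard error 0.184, adjusted p = 0.00162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and had a mean Δ ratio of 0.170 ± 0.102 (SD, n = 4 clones). For the genes assayed singly in the paper, the mean Δ ratio was 0.0510 ± 0.0461 for Nampt, 0.0753 ± 0.0973 for Tcl1 and 0.0360 ± 0.0237 for Pole2 (SD, n = 4 clones).

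**Figure D2:**
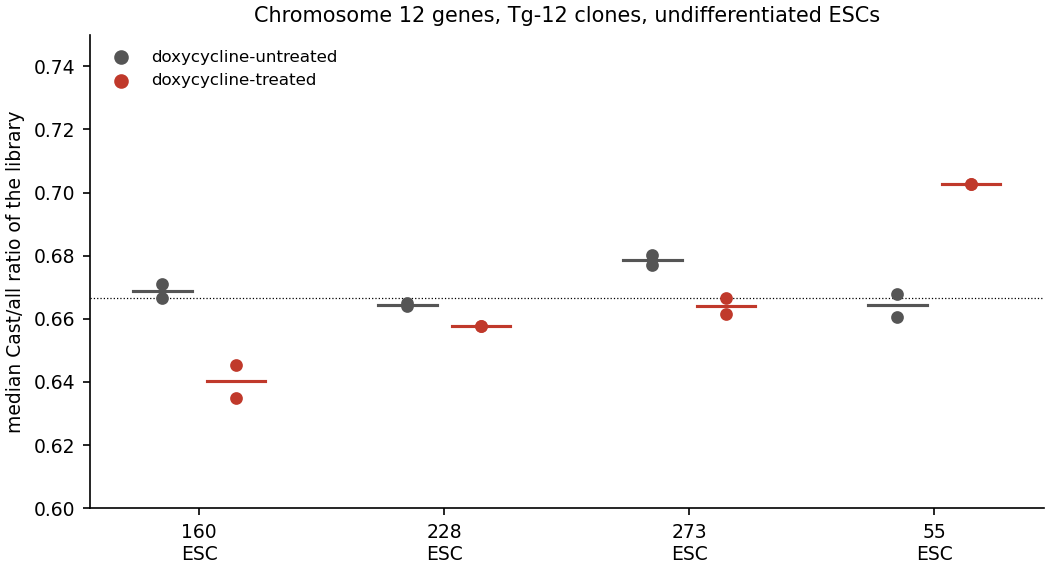
Median Cast/all ratio of chromosome 12 genes in each library of the Tg-12 clones (points), untreated and doxycycline-treated. The treated libraries of clones 160, 228 and 273 lie below and those of clone 55 above their untreated libraries.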

Clone 55 shows the highest efficiency of gene inactivation with 26% of chromosome 12 genes becoming silenced, whereas in clones 292 and 273 the expression of only 15% of the autosomal genes is affected by *Xist* induction (Fig. 3f).

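In ESCs of clone 55, 22.7% ± 4.11 (SD, n = 2 pairs) of chromosome 12 genes had a Δ ratio between 0.1 and 0.5, against 17.5% ± 3.60 in clone 160, 17.2% ± 3.94 in clone 228 and 15.2% ± 3.98 in clone 273 (SD, n = 2 pairs each). Clone 292 is not used here. In the opposite direction the percentages were 6.88% in clone 55, 9.97% in clone 160, 10.3% in clone 228 and 10.7% in clone 273. Between untreated replicates of the same clones, 8.95% to 13.5% of chromosome 12 genes differed by such an amount. In clone 273, 2 of 17 autosomes without a transgene had at least the percentage of chromosome 12. Clone 55 exceeded the other Tg-12 clones by 6.04 percentage points (exact two-sided permutation p = 0.143 over 2 against 6 pairs, smallest possible 0.0357). The difference was 3.16 points with a lower limit of 0.2 and 8.77 points with ratios converted to disomic values, both with the smallest possible p over pairs. Clone 55 carries the transgene on the single 129 copy, the others on 1 of 2 Cast copies. Complete silencing of 1 of 2 Cast copies moves the ratio from 0.667 to 0.5, short of a Δ ratio of 0.2. The room in clone 55 is larger, also after conversion, so these differences do not show stronger silencing per copy in clone 55. The 2 pairs of clone 55 share one integration site and karyotype. With clones as the units the exact permutation p was 0.25 in each of these settings, the smallest that 1 against 3 clones allows. In single clones edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 10 of 267 chromosome 12 genes with an adjusted p under 0.05 in clone 55, 9 of them with a loss and 1 with a gain of the transgene allele, and 1 of 305 in clone 273, with a loss. It gave 0 of 290 in clone 160, with 36 at an unadjusted p under 0.05, and 0 of 256 in clone 228, with 26 at an unadjusted p under 0.05.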

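The boundary of the trisomic part of chromosome 8 was placed at 70132278 (GRCm38), between Nr2c2ap and Rfxank, where the Cast/all ratio in untreated libraries of the t(X;8) clones steps from a median of 0.504 over 145 proximal genes to 0.659 over 311 distal genes. In Tg-X;8 clones the median ratio of the distal part was 0.661 ± 0.00412 (SD, n = 6 libraries) without and 0.640 ± 0.00510 (SD, n = 5) with doxycycline. By clone it went from 0.662 to 0.643 in clone 203b, from 0.657 to 0.642 in clone 267 and from 0.663 to 0.637 in clone 339. The mean shift was -0.0204 (SD between pairs 0.0101, exact two-sided permutation p = 0.00926, the smallest possible). Same-numbered libraries paired as a block gave -0.0209 (exact sign-flip permutation p = 0.0625, the smallest that 5 pairs allow), while the replicate differences in the ratio showed no pairing (r = -0.00804 in clone 267 and -0.0449 in clone 339) and those in expression had r = 0.246 and -0.0107. A fixed distal part as long as the paper gives for the duplication in place of the measured boundary moved the shift to -0.0222. Of 245 genes tested on the trisomic part, 11 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all with a loss of Cast reads, and 10 with the replicate block. On autosomes without a transgene the same test gave at most 5 genes in these clones, of 270 on chromosome 12. Zfp330 (gene ID 30932, chromosome 8 from 82763618 to 82774145) changed by -0.57 on the log2 scale (standard error 0.122, adjusted p = 0.00406 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).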

Similar results were found for Tg-X;8 clones, in which gene expression of the trisomic portion of chromosome 8 shifts from a Cast/all ratio of 0.66 in doxycycline-untreated cells to biallelic gene expression upon Xist induction (ratio < 0.66), with variable efficiency in between different clones (Fig. 3g–i). However, in Tg-X;8 clones 203b, 267, and 339, the inactivation of the autosomal portion of the X;8 translocation product is less pronounced than the X-chromosomal counterpart (Fig. 3i). 

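In clone 203b the median log2 change of the allelic ratio over tested genes was 0.45 on the X and -0.13 on trisomic chromosome 8. It was 0.24 and -0.08 in clone 267, and 0.41 and -0.15 in clone 339. Silencing of the transgene chromosome raises the X-linked value and lowers the chromosome 8 value. On chromosome 8 a second Cast copy keeps its reads, so equal silencing gives a smaller change there than on the X. These values therefore do not compare silencing per copy. In single clones the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment gave 3 of 261 chromosome 8 genes with an adjusted p under 0.05 in clone 267, 2 with a loss and 1 with a gain of Cast reads, and 2 of 285 in clone 339, both with a loss. It gave 0 of 261 in clone 203b, with 18 at an unadjusted p under 0.05.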

In fact, only 15–25% of autosomal genes are affected by Xist induction, which is significantly less than observed for *cis*-linked X-chromosomal genes (Fig. 3i). 

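On the trisomic part of chromosome 8, 22.6% of 266 genes in the single pair of clone 203b, 15.1% ± 5.25 (SD, n = 2 pairs) in clone 267 and 14.8% ± 0.311 (SD, n = 2 pairs) in clone 339 had a Δ ratio between 0.1 and 0.5. In the opposite direction the percentages were 10.5%, 10.1% and 7.25%. Of 17 autosomes without a transgene, 2 in clone 267 and 1 in clone 339 had at least the percentage of chromosome 8. Within the 5 replicate pairs, the percentage of affected X-linked genes was higher than that of chromosome 8 genes by 16.4 points on average, with an exact two-sided sign-flip permutation p = 0.0625, the smallest that 5 pairs allow. The replicate numbers that define these pairs are a property of the labels alone. Over X-linked genes proximal to 149 Mb alone, an alternative chosen after seeing the data, the difference was 22.7 points with the same p. The limit of 0.1 is harder to pass on chromosome 8, where complete silencing of 1 of 2 Cast copies moves the ratio only from 0.667 to 0.5. Equal silencing would therefore also give a lower percentage on chromosome 8, and the percentages cannot separate this from weaker silencing. The paper calls the difference significant and gives its Mann-Whitney U test, which takes genes as the units, for its box plots.

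**Figure D3:**
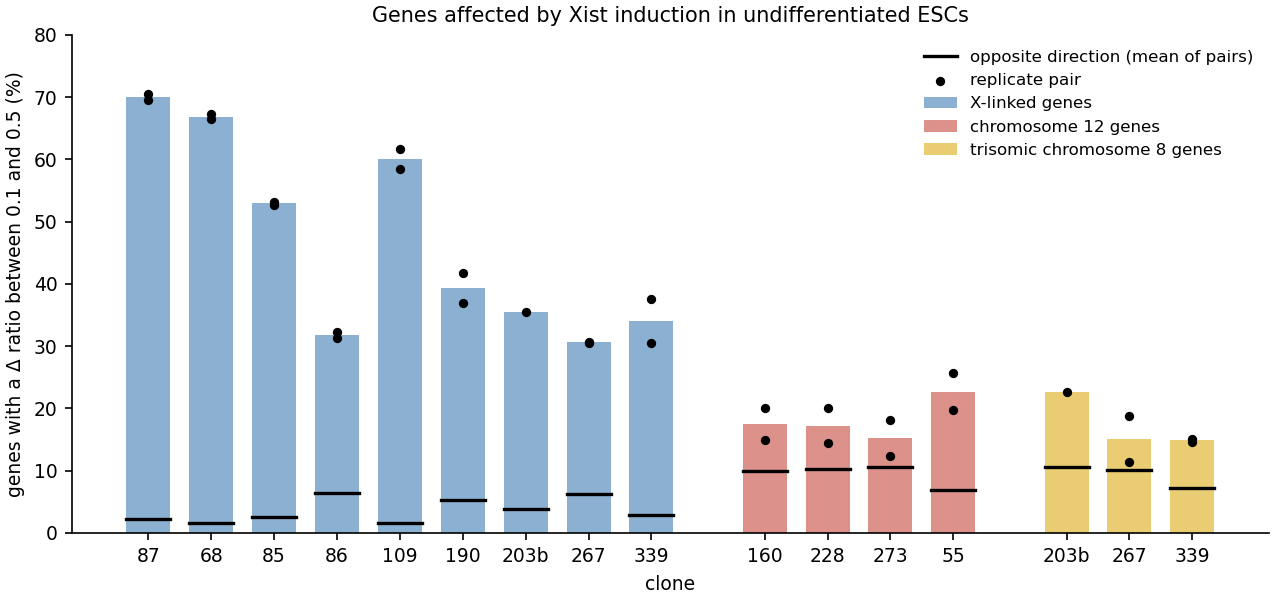
Percentage of genes with a Δ ratio between 0.1 and 0.5 on the transgene chromosome of each clone, as the mean and the values of the replicate pairs, beside the percentage in the opposite direction. In clones 203b, 267 and 339 the X-linked percentage is above that of chromosome 8.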

Importantly, chromosome 8 gene expression does not show any change upon *Xist* induction in Tg-X clones, thus excluding any impact of doxycycline treatment on gene expression (Supplementary Fig. 3A). 

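In Tg-X clones, which carry the same translocation with the transgene on the other X chromosome, the median Cast/all ratio of the trisomic part of chromosome 8 was 0.660 ± 0.00582 (SD, n = 8 libraries) without and 0.659 ± 0.00411 (SD, n = 8) with doxycycline. The mean shift was -0.000432 (exact two-sided permutation p = 0.866), and with the replicate block the exact sign-flip permutation p was 0.930, while the replicate differences in the ratio correlated between same-numbered treated and untreated libraries with r from -0.0246 (clone 109) to 0.0320 (clone 85), and those in expression with r from 0.0351 (clone 85) to 0.227 (clone 86). The sign of so small a shift depended on the genes taken. Among genes with at least 20 allele-specific reads it was 8.99e-05 (exact p = 0.977). The percentage of genes with a Δ ratio between 0.1 and 0.5 was 14.2% ± 1.81 in clone 85, 11.4% ± 0.462 in clone 86, 10.7% ± 1.03 in clone 109 and 10.9% ± 0.256 in clone 190 (SD, n = 2 pairs each), against 12.1%, 10.3%, 12.1% and 9.94% in the opposite direction. Of 241 genes, 4 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 with a gain and 1 with a loss of Cast reads, and 5 with the replicate block. The same test gave between 0 and 13 genes on the other autosomes of Tg-X clones, most on chromosome 12 with 13 of 246 (4 with a gain and 9 with a loss of Cast reads) and on chromosomes 6 and 7 with 11 each, so counts of this size also arise without a transgene in cis. Benjamini-Hochberg adjustment of the exact permutation p-values over all 6 shifts tested in ESCs gave 0.00463 for the X in Tg-X and for chromosome 12 in Tg-12 clones, 0.0139 for both shifts in Tg-X;8 clones and 0.4 for the X in clone 87.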

The RNA-seq results were validated by real-time PCR analysis followed by pyrosequencing (Supplementary Fig. 3B, C). Taken together, our findings suggest that ectopic Xist RNA can *cis-*inactivate X-linked genes independently of the locus from which it is induced, even when induced from autosomal sequences. In contrast, Xist’s silencing ability of autosomal genes is reduced, suggesting the presence of X-linked sequences or epigenetic features that favor silencing of X-linked genes.

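Averaged over clones, 46.8% of X-linked genes (9 clones), 18.2% of chromosome 12 genes (4 clones) and 17.5% of genes on the trisomic part of chromosome 8 (3 clones) had a Δ ratio between 0.1 and 0.5 in ESCs. The means in the opposite direction were 3.62%, 9.45% and 9.28%. The excess over the opposite direction was between 24.3 (clone 267) and 67.8 (clone 87) percentage points on the X, between 4.58 (clone 273) and 15.8 (clone 55) on chromosome 12 and between 5.03 (clone 267) and 12.0 (clone 203b) on chromosome 8. Only in Tg-X;8 clones were X-linked and autosomal genes both in cis with the transgene. Where 1 of 2 Cast copies carries the transgene, complete silencing moves the ratio only from 0.667 to 0.5. The limit of 0.1 is then harder to pass than on the X, so the lower autosomal percentages do not measure silencing per copy. From X-linked silencing by transgenes on the X and on the autosomal part of the translocation product, and from the lower share of affected autosomal genes, the paper proposes that Xist RNA inactivates X-linked genes in cis wherever it is induced, and that features of X-linked sequence or chromatin favour this silencing.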

### Xist-mediated silencing upon ESC differentiation

In all experiments described so far, ESCs were grown in culture media supplemented with leukemia inhibitory factor (LIF) and inhibitors of the MAPK and Gsk3β pathways (“2i” culture conditions), which stabilize the pluripotent ground state^34, 35^. Furthermore, ectopic XCI in pluripotent ESCs relies on constant *Xist* expression and gene inactivation becomes irreversible only upon ESC differentiation^36^. Based on these observations, we asked whether 2i culture conditions and cell differentiation might have an impact on Xist’s silencing efficiency. First, we performed a time course experiment in which Tg-E and Tg-12 ESC clones were grown in more “primed” serum + LIF culture conditions supplemented with doxycycline for 6 days. This transfer did not reveal any effect on gene silencing efficiency (Fig. 3j, k; Supplementary Fig. 3D, E). In Tg-E clones, *Rnf12, Abcb7*, and *Pgk1* were consistently silenced at each tested time point (Fig. 3j; Supplementary Fig. 3D). In Tg-12 clones, the efficiency of gene inactivation is more heterogeneous with clones 55 and 273 showing silencing of three out of four tested genes at each time point of the experiment (*Nampt*, *Tcl1*, and *Pole2)*, whereas in clone 228 only *Pole2* and *Tcl1* are affected by *Xist* induction and clone 292 showed very poor silencing for all tested genes (Fig. 3k; Supplementary Fig. 3E).

Next, we differentiated all ESC clones into neurons (Supplementary Fig. 4A, B). Upon neuronal differentiation of Tg-E clones, the X-linked genes *Rnf12* and *Abcb7* showed increased skewing toward monoallelic-129/Sv expression in doxycycline-treated cells compared to ectopic XCI triggered in undifferentiated ESCs (day 0) (Fig. 3l). In contrast, when we followed allele-specific expression of chromosome 12 genes throughout neuronal differentiation of Tg-12 clones, we confirmed silencing efficiencies to be higher for clones 55, 273, and 160 compared to 228 and 292, but silencing efficiency did not increase upon neuronal differentiation (Fig. 3m; Supplementary Fig. 3F). Allele-specific Xist quantitative PCR confirmed that Xist-inducible transgenes remained expressed throughout differentiation in all Tg-12 clones (Supplementary Fig. 3G). However, we cannot exclude that the poor gene silencing observed for clones 292 and 228 might be due to the integration sites of Xist transgenes relative to the few loci we tested in our single-gene silencing assay. Therefore, we performed RNA-seq analysis at day 14 of neuronal differentiation of clones 292 and 55, showing poor and robust Xist-mediated silencing of chromosome 12, respectively (Fig. 3n, o). 

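From neurons at day 14 of differentiation, 4 libraries of clone 55 are used, an untreated and a doxycycline-treated library each of the replicates named 55-20 and 55-38. The clone 292 libraries are not used here. Neuron libraries held between 7068712 and 10698003 allele-specific reads, with a median of 9218341.5 without and 8883357.5 with doxycycline, and listed between 11818 and 13036 genes, so that ratios were measured with less counting noise than in ESCs. Xist CPM was 728 and 1251 without doxycycline in 55-20 and 55-38 and rose to 2555 and 1847 with it. The untreated chromosome 12 median Cast/all ratio was 0.756 in 55-20 and 0.659 in 55-38, so the replicates differed before induction.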

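The ranking panel of the paper (Fig. 5b) names replicate 55-20 of the clone 55 neurons, and its bar chart (Fig. 3o) shows a single value for the clone. In 55-20 the median chromosome 12 Cast/all ratio was 0.830 with doxycycline, a rise of 0.0745, and 35.0% of 448 genes had a Δ ratio between 0.1 and 0.5. In 55-38, which that panel does not name for neurons and for which the paper's text gives no reason, the treated ratio was 0.732, a rise of 0.0736, and the percentage 31.5% of 457 genes. Over both replicates the mean was 33.3% ± 2.50 (SD, n = 2), and 2.23% and 1.53% of genes passed the limit in the opposite direction. The percentage was 10.6 points above that of clone 55 ESCs (exact two-sided permutation p = 0.333, the smallest that 2 against 2 pairs allow). All ESC libraries of clone 55 carry the label of 55-38, so the 55-38 neurons are the closer comparison, with 31.5% against 22.7% ± 4.11 (SD, n = 2 pairs) in ESCs, a difference of 8.82 points. With a lower limit of 0.2 the difference changed sign, to -0.978 points. Drawn down to the depth of the ESC libraries, neurons gave 33.6%. The median moved upon doxycycline by 0.0741 in neurons and by 0.0384 in ESCs.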

Chromosome-wide analysis of clone 55 confirmed efficient gene inactivation of chromosome 12 upon Xist induction although the proportion of genes that are affected by Xist did not significantly increase compared to what we observed in undifferentiated ESCs (Fig. 3o, f). Similarly, overall inactivation of chromosome 12 in clone 292 remained poor in fully differentiated cells with only 10% of autosomal genes becoming inactivated upon Xist induction (Fig. 3o).

We also studied the effects of Xist-mediated silencing upon neuronal differentiation of Tg-X;8 and Tg-X clones, in which the fusion between chromosomes X and 8 results in both partial trisomy of chromosome 8 genes and partial monosomy of X-linked genes (Supplementary Fig. 1C). Forced induction of Xist in Tg-X clones resulted in massive cell death upon differentiation, which was not observed for Tg-X;8 clones, indicating rescue of Tg-X;8 clones by inactivation of the translocated chromosome (Fig. 4a). Indeed, all doxycycline-untreated Tg-X and Tg-X;8 clones showed skewed Xist expression from and inactivation of the 129/Sv X chromosome that is fused to chromosome 8 in the X;8 translocation product (Fig. 4b; Supplementary Fig. 5). This was confirmed by allele-specific RNA-seq analysis of Tg-X;8 neurons that were differentiated in the absence of doxycycline, confirming that Xist-mediated correction of the X;8 chromosomal rearrangement is crucial for cell survival (Fig. 4c, d). In contrast, wild-type ESCs show random XCI upon neuronal differentiation (Fig. 4e). Since gain of extra chromosomes is usually better tolerated than chromosomal loss^37^, silencing of the monosomic X-linked genes on the 129/Sv chromosome rather than partial trisomy of chromosome 8 is most likely responsible for the lethality observed upon differentiation of Tg-X clones.

**Fig. 4:**
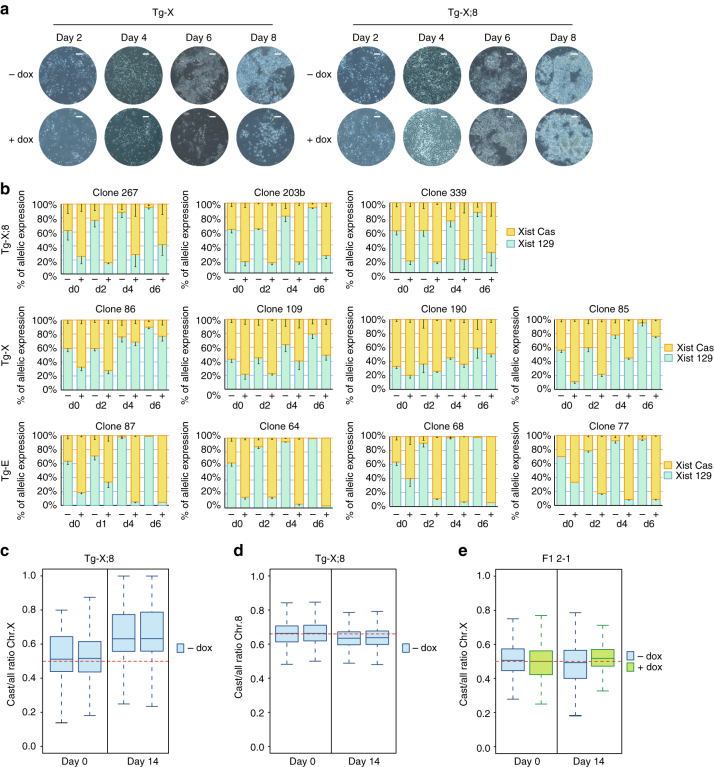
Xist-mediated rescue of ESC clones from lethal aneuploidy. **a** Neuronal differentiation of Tg-X;8 and Tg-X clones. Representative bright field images of live cells at day 2, 4, 6, and 8 of neuronal differentiation in doxycycline-treated and -untreated conditions are shown. *Scale bars* represent 100 μm. **b** Xist allele-specific qPCR analysis of Tg-X;8 (*top*), Tg-X (*middle*), and Tg-E (*bottom*) clones upon neuronal differentiation. Day 0 allele-specific analysis refers to total Xist expression levels shown in Supplementary Fig. 5. The mean and SD of three to four independent experiments are shown. **c**, **d** RNA-seq analysis. Box plots showing Cast/all ratio of chromosomes X **c** and chromosome 8 **d** genes in Tg-X;8 clones at day 0 and day 14 of neuronal differentiation in the absence of doxycycline. Data of two independent experiments are shown. **e** RNA-seq analysis. Box plot showing Cast/all ratio of chromosome X genes at day 0 and 14 of neuronal differentiation of wild-type F1 2-1 cells

In conclusion, although ESC differentiation might stabilize Xist-mediated silencing of X-linked genes, as seen upon neuronal differentiation of Tg-E clones (Fig. 3l), it does not affect the variability of Xist’s silencing efficiency in between different clones with random integration of Xist transgenes on autosomes.

### Preferential inactivation of specific genes on chromosome X

Next, we tested whether there are specific genes on chromosomes X, 8, and 12 that are more prone to inactivation regardless of the Xist transgene position along the chromosome. To this end, we evaluated each gene in our allele-specific RNA-seq data sets. We first calculated the averaged allele-specific expression ratio for each gene across all clones of each category. Second, we ranked all X-linked and autosomal genes according to their general degree of silencing upon doxycycline treatment. Finally, we divided chromosomes X, 8, and 12 ranked genes into three categories: (I) genes that are efficiently silenced, (II) genes that are partially affected and (III) not silenced genes (Fig. 5a–c). 

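Genes listed in at least 50% of the libraries of each treatment were ranked by the mean share of the transgene allele in treated libraries, with ratios of trisomic chromosomes converted to disomic values, and split into 3 categories of equal size, since the paper's text gives no limits between its categories. On the X, 239 genes were ranked over 9 clones, and the mean Δ ratio was 0.175 in the silenced, 0.0987 in the partially affected and 0.0435 in the not silenced category. On chromosome 12, 322 genes were ranked over clones 160 and 55 in ESCs and 55-20 in neurons, without clone 292, with mean Δ ratios of 0.103, 0.0511 and 0.00517. On the trisomic part of chromosome 8, 299 genes were ranked over the Tg-X;8 clones, with mean Δ ratios of 0.0505, 0.0210 and -0.0123. The share of the transgene allele in treated libraries also carries any allelic bias present without doxycycline. Across genes, it correlated with the share in untreated libraries with Spearman's rho of 0.553 on the X, 0.337 on chromosome 12 and 0.690 on chromosome 8, where genes are not independent replicates. Ranked by the Δ ratio in place of the treated share, 74.9% of X-linked, 68.0% of chromosome 12 and 55.5% of chromosome 8 genes kept their category. Among genes with a mean of at least 50 reads and a Δ ratio above 0 in each of the 9 clones, Tceal8 (chromosome X from 136168984 to 136172251) had the largest mean Δ ratio on the X, 0.292 ± 0.102 (SD, n = 9 clones), followed by Bex1 with 0.262 ± 0.0316 and Fmr1nb with 0.244 ± 0.108, all above 0.1 in every clone. Rlim, the current symbol of Rnf12, had 0.202 ± 0.137 and ranked 36, Pgk1 had 0.158 ± 0.0917 and ranked 40, and Atrx had 0.0815 ± 0.0653 and ranked 134 (SD, n = 9 clones). Among genes with a mean of at least 50 reads and a Δ ratio in each clone, the lowest mean Δ ratios were those of G530011O06Rik, -0.0305 ± 0.0715, of Kdm6a, -0.0191 ± 0.0616, and of Hccs, 0.0128 ± 0.0348. Hccs lies distal to 149 Mb, with 0.0996% of 129 reads in untreated Tg-X and Tg-X;8 clones, and so does Kdm5c (0.0308 ± 0.0605) with 0.0617%. The low means of both genes therefore mostly reflect clones with little room for a Δ ratio. In the Tg-E clones 87 and 68 the Δ ratio was 0.139 and 0.136 for Kdm5c, and 0.104 and 0.0178 for Hccs. G530011O06Rik lies distal to 149 Mb as well, but with 33.3% of 129 reads, and Kdm6a lies from 18160862 to 18279936. By the same criteria, on chromosome 12 Mboat2 (0.159 ± 0.0951) and Zfp36l1 (0.141 ± 0.127, SD, n = 4 clones) followed Dicer1, and the lowest were a RIKEN gene (gene ID 69513) with -0.0651 ± 0.0305, Nbas with -0.0564 ± 0.0608 and Trmt5 with -0.0544 ± 0.0680. On chromosome 8, Zfp330 (0.111 ± 0.0512) and Cenpt (0.109 ± 0.0944, SD, n = 3 clones) were among the genes with the largest and Cdh3 (-0.0708 ± 0.193) and Taf5l (-0.0611 ± 0.0132) among those with the lowest mean Δ ratio.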

Ranking genes in separated data sets for chromosomes X, 12, and 8 allows us to relate different silencing effects to genetic and epigenetic features along each of the three chromosomes, and independently of the generally more efficient inactivation of chromosome X compared to autosomes (Fig. 3). Thus, we tested whether its position in a specific chromosomal region makes a gene more prone to either becoming inactivated or to escape from Xist inactivation (Fig. 5d–f; Supplementary Fig. 6). 

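Chromosome 12 was divided into 4 segments of equal length. The silenced category held 32.1% of 56 genes in the first segment from the centromere, 47.3% of 55 in the second, 29.0% of 124 in the third and 31.0% of 87 in the fourth. The chi-square statistic over segments and categories was 9.12, with a circular-shift permutation p = 0.649, in which the categories are rotated along the gene order so that neighbouring genes stay together, and p = 0.164 when they are permuted freely over genes. Neighbouring genes shared a category in 38.0% of cases against 33.1% by chance (one-sided permutation p = 0.0368, and 0.0553 after Benjamini-Hochberg adjustment over chromosomes X, 12 and 8), a measure added after seeing the data.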

On chromosome 12, silenced, partially affected, and not silenced genes are evenly distributed along the entire chromosome length in all tested clones, regardless of Xist transgene position. Rather, it correlated with general gene density (Fig. 5d). Similar results were obtained for chromosome 8, with the exception of a slight tendency of strongly silenced genes to deviate from the pattern observed for not silenced and partially affected genes (Fig. 5e). This tendency most likely reflects more efficient inactivation of chromosome 8 genes in proximity of the X;8 translocation breakpoint (Fig. 5e).

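On the trisomic part of chromosome 8 the chi-square statistic over 4 segments and the categories was 6.71 (circular-shift permutation p = 0.545, free permutation p = 0.353). Neighbouring genes shared a category in 36.2% of cases, where chance gives 33.1% (one-sided permutation p = 0.139). The order of these genes carries an allelic bias that was present without induction, since 66.7% of the silenced category were also in the lowest of 3 equal groups by the Cast/all ratio of untreated Tg-X libraries.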

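In the segment of the trisomic part next to the breakpoint, from 70132279 to 84949512, 30.0% of 100 genes were in the silenced category, and the median Δ ratio was 0.0171. In the adjoining segment 45.3% of 53 genes were silenced with a median Δ ratio of 0.0349, in the third 35.6% of 73 genes with 0.0209, and in the segment next to the telomere 26.0% of 73 genes with 0.00642. As the statistic over segments was not detectably different from chance, these percentages were not compared in pairs.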

**Fig. 5:**
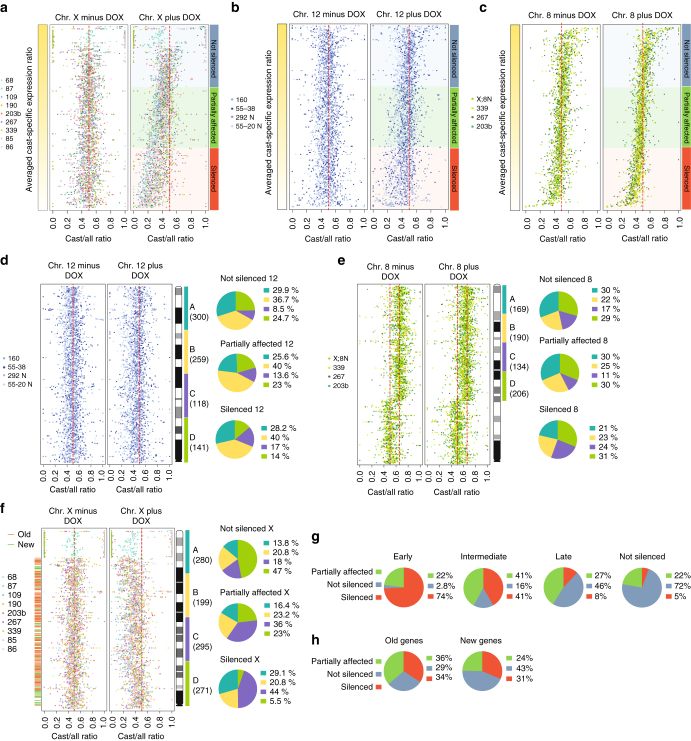
Preferential silencing of specific X-linked loci by ectopic Xist RNA. Gene silencing ranking plots for X-linked **a**, chromosome 12 **b**, and chromosome 8 **c** genes. Every *dot* represents the Cast/all expression ratio of a specific gene. About 242 genes are shown in **a**, 351 in **b**, and 336 in **c**. Genes are ranked based on the averaged Cast/all ratio among all clones in each group of clones (Tg-E, Tg-X, Tg-X;8, and Tg-12). Ranked genes are divided in three categories (I) efficiently silenced, (II) partially affected, and (III) not silenced genes. To simplify data visualization, the Cast/all ratios were transformed as follows: (1) For Tg-X;8 clones, carrying Xist transgenes on the 129/sv X chromosome, we used the reciprocal of the Cast/all ratio. Thus, all clones carrying an X-linked Xist transgene behave as if the transgene was integrated on the Cast/Ei X chromosome. (2) For Tg-12 and Tg-X;8 clones, we converted the data from trisomic to disomic by calculating a new Cast/all ratio = (NCast/2)/(NCast/2 + N129). **d**–**f** Genes are ordered by genomic position. Pie graphs show the amount of overlap between the gene categories denoted in **a**–**c** and chromosomal regions A, B, C, and D on chromosomes X, 12, and 8. Gene density along chromosomal regions A, B, C, and D is indicated in brackets. In **f**, *red* and *green lines* represent evolutionary old and new X-linked genes, respectively. **g**, **h** Pie graphs showing the proportion of efficiently silenced, partially affected, and not silenced X-linked genes overlapping with gene clusters that show different inactivation dynamics upon cell differentiation (**g**) and evolutionary old and new X-linked genes (**h**)

In contrast, differentially silenced genes are not homogeneously distributed along the X chromosome (Fig. 5f). 

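On the X, the chi-square statistic over 4 segments and the 3 categories was 42.1. Free permutation of the categories over the 239 genes gave p = 5e-05, the smallest that 20000 permutations can give, whereas rotation of the categories along the chromosome, which keeps neighbouring genes together, gave a circular-shift permutation p = 0.879. The 38 ranked genes distal to 149 Mb, whose median untreated Cast/all ratio was 1.00 in the Tg-X and Tg-X;8 clones, fell into the not silenced category in 31 cases, 81.6% of them, but in 26.3% when the Tg-E clones alone were ranked. Over the 201 genes proximal to that position, an alternative chosen after seeing the data, the statistic was 52.6 with a circular-shift permutation p = 0.0398.

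**Figure D4:**
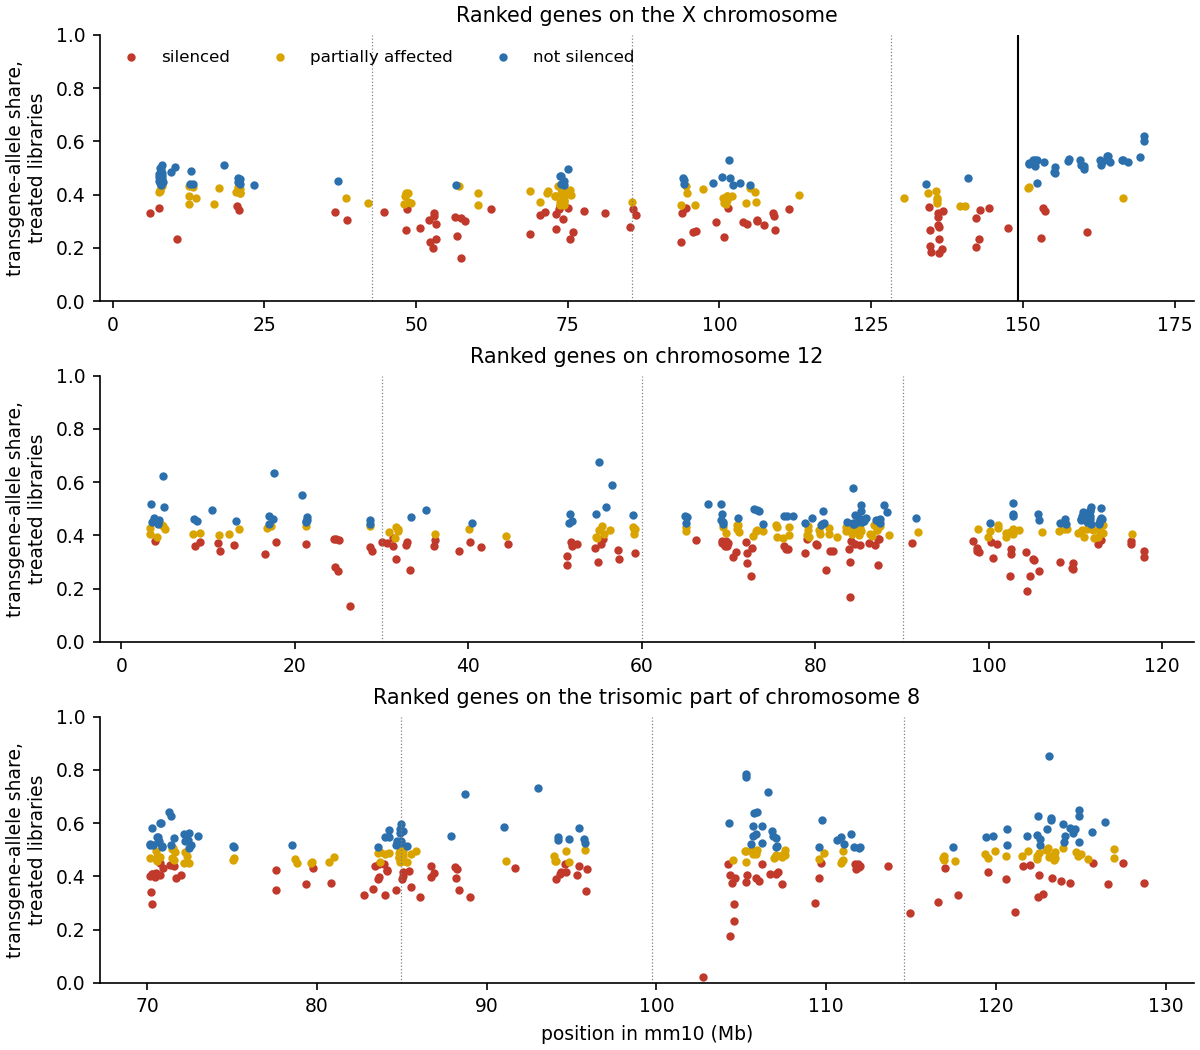
Mean share of the transgene allele in treated libraries for each ranked gene against its position (in Mb) on the X, chromosome 12 and the trisomic part of chromosome 8, coloured by category, with dotted lines between the 4 segments and a black line at 149 Mb on the X. Beyond the black line most genes lie near 0.5 and in the not silenced category. The Cast/all ratio there was 1.00 in untreated Tg-X and Tg-X;8 clones, which carry the transgene on opposite alleles. A mean share near 0.5 thus averages opposite shares and does not show expression from both alleles.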

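Neighbouring genes on the X shared a category in 50.0% of cases, where 33.0% arise by chance (one-sided permutation p = 1e-05, the smallest that 100000 permutations can give, and 3e-05 after Benjamini-Hochberg adjustment over chromosomes X, 12 and 8). Over the genes proximal to 149 Mb the share was 53.0%, with the same smallest possible p. Both measures of neighbouring genes were added after seeing the data, and the boundaries of regions A to D of the paper are drawn without coordinates, so they could not be used.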

Rather, X-linked genes are organized in chromosomal blocks that behave differently in terms of gene inactivation efficiency. Centromeric genes are more prone to escape ectopic XCI compared to genes located in the sub-centromeric region of chromosome X, independently of where the *Xist* transgene was integrated on the X chromosome or on the X;8 translocation product (Fig. 5f; Supplementary Fig. 6A–C). These results indicate a fundamental difference in the capacity for ectopic inactivation between X-chromosomal and autosomal genes, and led us to hypothesize that if XCI is artificially induced in undifferentiated ESC, it always recapitulates endogenous XCI, independently of the locus on the X chromosome from which Xist RNA is forced to spread. Indeed, by comparing the ranked X-linked gene list with clusters of genes that show different dynamics of silencing upon ESC differentiation^38^, we found that 74% of early silenced genes correspond to strongly silenced genes in our data set and 72% of the genes that escape XCI overlap with our “not silenced” genes category (Fig. 5g). 

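In the segment of the X next to the centromere, from 1 to 42757825, 51.8% of 56 genes were not silenced and 12.5% silenced, with a median Δ ratio of 0.0578. In the second segment, up to 85515650, 11.6% of 69 genes were not silenced and 44.9% silenced, with a median Δ ratio of 0.112. The percentages silenced were 39.6% in the third segment and 33.3% in the fourth, the latter with 50.0% not silenced, most of which lie distal to 149 Mb. Without the distal genes and with the categories drawn again, 69.6% of the first segment and 18.8% of the second were not silenced, and the remaining 28 genes of the fourth segment were silenced in 57.1% and not silenced in 7.14% of cases.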

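The order of genes by Δ ratio was compared between clones. Across genes, which are not independent replicates, the median Spearman's rho over 35 pairs of clones was 0.351 on the X, with all pairs between 0.0954 and 0.555. On chromosome 12 it was 0.129 over 6 pairs of Tg-12 clones, between -0.0632 and 0.168, and on the trisomic part of chromosome 8 it was 0.0382 over 3 pairs of Tg-X;8 clones, between 0.00605 and 0.115. With at least 50 allele-specific reads in every library, which moved the values on the X and chromosome 8 most, rho was 0.469 and 0.144 there. With each replicate left out, rho on chromosome 12 was between 0.0387 and 0.0522. Over X-linked genes proximal to 149 Mb, an alternative chosen after seeing the data, rho was 0.321. Fewer autosomal genes had a Δ ratio between 0.1 and 0.5 (18.2% on chromosome 12 and 17.5% on chromosome 8, against 46.8% on the X). Binomial draws without any change placed 10.7% of autosomal genes there. Counting noise thus weighs more on the autosomes, and their lower rho cannot be separated from it. From the even distribution of categories on the autosomes and the uneven one on the X, the paper concludes that X-chromosomal and autosomal genes differ in their capacity for ectopic inactivation, and it raises the hypothesis that ectopic inactivation follows the course of endogenous inactivation from any X-linked site.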

Importantly, 95% of the early silenced genes were found to be at least partially affected in our data set and only 5% of the reported escaping genes showed any sign of silencing upon ectopic XCI (Fig. 5g). Next, we addressed the question of whether the evolutionary features of X-linked genes predispose them to become inactivated or to escape XCI. X-linked genes can be classified based on the X chromosome’s evolutionary history: “old” genes are those found on chicken orthologous autosomes, whereas “new” genes were exclusively added to the mammalian X chromosome^39–41^. We mapped old and new X-linked genes on the mouse X chromosome and we found that evolutionary new genes are enriched in the centromeric region of the X chromosome that is more prone to escape inactivation (Fig. 5f, h). Our data therefore confirm previous findings observed for the human X chromosome^42^, indicating that the evolutionary history of the X chromosome plays a role in establishing the path of X-linked gene inactivation in XCI in mouse, which appears independent of the position of *Xist* on the X chromosome.

### Xist integration sites do not dictate silencing efficiency

Depending on the transgene integration locus, chromosome 12 becomes poorly or more efficiently inactivated by ectopic Xist. Thus, the different degree of chromosome-wide silencing might rely on specific features of the transgene integration sites. We therefore compared the *Xist* integration sites of Tg-12, Tg-X, and Tg-X;8 clones along chromosomes 12, X, and 8. Among Tg-12, clones 55 and 292 showed the most efficient and poorest gene silencing efficiency, respectively, and the genomic environment in proximity of the transgene integration loci in these two clones strongly differs in terms of gene density (Fig. 6a). In clone 292, the *Xist* transgene was integrated in a gene desert of 2,1 Mb, whereas clone 55 carries the transgene in a gene-rich chromosomal region (Fig. 6a). However, clone 228 is also integrated in a gene-dense area but does not display more efficient silencing compared to clones 273 and 160, in which Xist is integrated in gene-poor areas of chromosome 12. Moreover, when we looked at the *Xist* integration sites in Tg-X and Tg-X;8 clones, all clones in which *Xist* induction leads to efficient inactivation of X-linked genes, we found that the Xist transgenes were integrated in both gene-dense (clones 86, 109, 267, and 203b) and gene-poor (109, 85) areas of chromosome X and 8 (Fig. 6b, c). These observations confirm that the presence of X-linked specific elements, rather than general genomic features such as gene density, plays a major role in determining the efficiency of chromosome-wide gene silencing.

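The transgene of clone 228 lies between 109077348 and 109113528 on chromosome 12 (GRCm38), between Begain and Dlk1, with 16 protein-coding genes within 1 Mb. That of clone 273 lies between 98483300 and 98489700 in Kcnk10, with 10 protein-coding genes within 1 Mb. The site of clone 160 is given only as near the centromere, so its surroundings were not counted.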

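Within 1 Mb of the integration site there are 32 protein-coding genes for clone 86, 23 for clone 109 and 6 for clone 190 on the X, and 38 for clone 267 and 44 for clone 203b on chromosome 8. At its site clone 190 has Mid1, distal to 149 Mb, without 129 reads in untreated Tg-X and Tg-X;8 libraries. For clones 85 and 339 the paper gives no coordinates.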

**Fig. 6:**
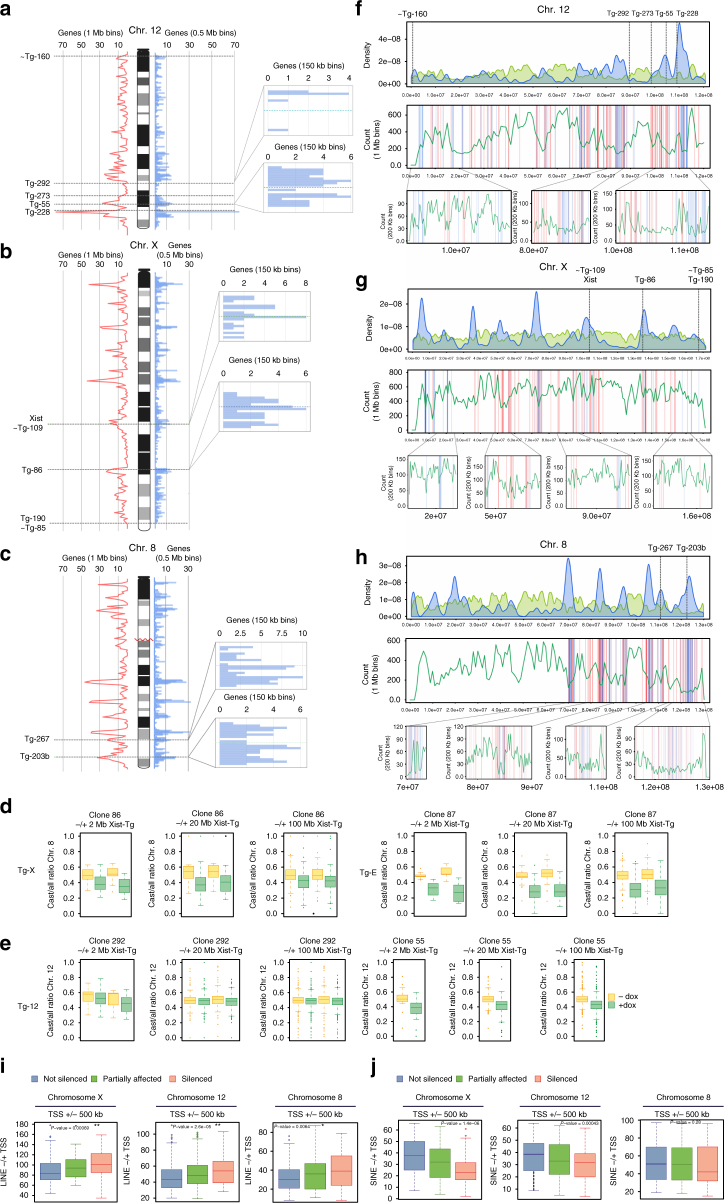
LINE and gene density on chromosomes X, 8, and 12. **a**–**c** Gene density along chromosomes 12 **a**, X **b**, and 8 **c**. *Blue histogram bars* represent 0.5 Mb bins, *red frequency lines* correspond to gene distribution in 1 Mb bins. The integration sites of Xist transgenes are indicated and zoom in of the integration loci is shown. *Blue histogram bars* represent 150 kb bins. **d**, **e** *Box plots* showing the Cast/all ratios of X-linked **d** and chromosome 12 **e** genes in 2, 20, and 100 Mb bins around the Xist transgene integration sites as determined by allele-specific RNA-seq analysis. **f**–**h** *Top*: LINE density relative to gene density on chromosome 12 **f**, X **g**, and 8 **h**. *Blue*, gene density; *green*, LINE density. *Middle*: LINE distribution along chromosome 12 **f**, X **g**, and 8 **h**, *green frequency lines* correspond to LINE distribution in 1 Mb bins along the chromosomes. *Blue* and *red lines* indicate “not silenced” and “efficiently silenced” genes defined in Fig. 5, respectively. *Bottom*: zoom in of specific loci. *Green frequency lines* correspond to LINE distribution in 200 kb bins. **i** Box plot showing LINE density in 1 Mb bins around the TSS of genes belonging to the three different categories defined in Fig. 5. Data for chromosomes 12, 8, and X are shown. *p < 0.05 and **p < 0.005 Wilcoxon rank-sum test. **j** as in **i** but for SINE elements

Although long-range silencing appeared variable in between different clones, we also found that genes in 4 Mb regions around the transgene integration site are always more efficiently inactivated than genes in 40 and 200 Mb regions (Fig. 6d, e), regardless of the overall silencing efficiency achieved in different clones. Thus, clones 55, 86, and 87 efficiently inactivate chromosomes 12 and X, respectively, but genes in 2 Mb regions in close proximity of the Xist integration site even showed stronger inactivation (Fig. 6d, e). 

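For its windows the paper shows Cast/all ratios of X-linked and chromosome 12 genes. The 9 clones with coordinates used here include clones 267 and 203b on chromosome 8, but not clone 292. The median Δ ratio of genes within 2, 20 and 100 Mb on each side of the integration site was computed in them. It was highest in the 2 Mb window in 4 of 9 clones, and higher within 2 Mb than over the other genes of the chromosome in 5 of 9 clones (median difference 0.00360, exact two-sided sign test p = 1.0). Besides clones 55 and 86, the 2 Mb median was highest in clone 267 (0.0284 within 2 Mb, 0.0208 within 20 Mb and 0.0119 within 100 Mb) and in clone 273 (0.0204, 0.0171 and 0.0169). It was below the 20 Mb median in clone 109 (0.114 against 0.157), in clone 228 (0.0101 against 0.0241) and in clone 203b (0.0113 against 0.0151). In clone 190, whose site is distal to 149 Mb, the medians within 2 and 20 Mb were both 0, as most genes there had few or no 129 reads before induction. G530011O06Rik, at this site, had a Δ ratio of -0.0671 in clone 190. Between 3 and 34 genes lay within 2 Mb of a site. Without clone 190 and over X-linked genes proximal to 149 Mb in Tg-X clones, an alternative chosen after seeing the data, the 2 Mb median was highest in 4 of 8 clones, with a median difference of 0.00954 (exact two-sided sign test p = 0.727). Of 3 window sizes, 1 Mb moved the median difference most, to 0.0132. When replicates were left out in turn the difference was between -0.00253 and -0.00172, with its sign reversed.

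**Figure D5:**
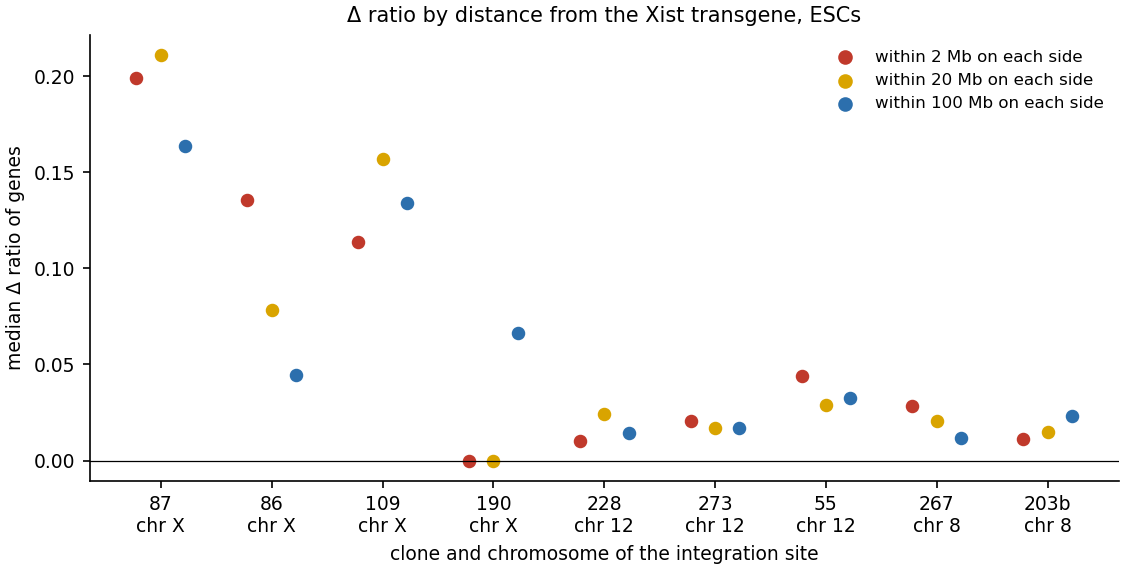
Median Δ ratio of genes within 2, 20 and 100 Mb of the transgene integration site in each of 9 clones. The value within 2 Mb is the highest in clones 55, 86, 267 and 273.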

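In clone 86 the median Δ ratio was 0.136 for 16 genes within 2 Mb of the integration site, 0.0783 within 20 Mb and 0.0444 within 100 Mb, and the 2 Mb window exceeded the other X-linked genes by 0.0978 (circular-shift permutation p = 0.0370, and 0.333 after Benjamini-Hochberg adjustment over the 9 clones). The other X-linked genes include those distal to 149 Mb, whose Δ ratio has little room to change in this clone. Over the genes proximal to 149 Mb, an alternative chosen after seeing the data, the difference was 0.0833 (circular-shift permutation p = 0.0574). In clone 87 it was 0.199 for 12 genes within 2 Mb, 0.211 within 20 Mb and 0.164 within 100 Mb (circular-shift permutation p = 0.673). In ESCs of clone 55 it was 0.0440 for 18 genes, 0.0287 and 0.0325 (circular-shift permutation p = 0.630).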

Importantly, clone 292 showed poor chromosome-wide inactivation in both ESCs and fully differentiated neurons but expression analysis of genes lying in 4 Mb region around the Xist transgene confirmed that ectopic Xist RNA is capable of inducing local gene silencing (Fig. 6e).

Thus, ectopic silencing of genes in proximity of the *Xist* transcription locus is achieved in all clones, whereas long-range gene silencing is more efficient for X-linked genes compared to autosomal genes (Figs. 3, 6d), suggesting that other X-linked DNA elements are likely to account for the efficient inactivation of genes that are not in direct proximity of *Xist* transcription locus.

### LINEs facilitate silencing of X-linked and autosomal genes

Given the fact that LINEs are enriched on the X chromosome^43^, we evaluated the contribution of LINEs to silencing efficiency in our Xist-inducible system. LINEs are non-LTR retrotransposable elements that account for up to 19% of the mouse genome^44^ and the majority of which are unable to retrotranspose due to truncation of their 5′ ends. Full-length young LINEs capable of retrotransposition are still present in the mouse genome, although their exact number remains unclear^45^. Both truncated and full-length LINEs have been suggested to play a role in XCI; the first by participating in formation of a silent nuclear compartment during XCI, and the latter one by promoting the inactivation of genes that are prone to escape XCI^16^. To test whether truncated and full-length LINEs facilitate Xist-mediated silencing in our expression system, we looked at their enrichment in 1 Mb regions around the TSS of either “efficiently silenced”, “partially affected”, and “not silenced” genes along chromosomes X, 12, and 8. This analysis indicated that LINE elements are enriched around the TSS of efficiently silenced genes for all transgenic clones (Fig. 6f–i). In contrast, not silenced genes cluster in LINE-poor regions of chromosomes X, 12, and 8 (Fig. 6f–i). To exclude that this correlation relies on the relative distribution of genes and repetitive elements along the chromosome, we performed the same analysis for short interspersed elements (SINEs), a different class of non-LTR transposable elements that account for 8% of the mouse genome^44^. We did not find any enrichment of SINEs around the TSS of efficiently silenced genes on chromosomes X, 8, and 12 (Fig. 6j). Rather, SINE enrichment correlates with not silenced genes on both chromosomes X and 12 (Fig. 6j).

Since the X chromosome is strongly enriched for LINEs, it is nearly impossible to study Xist spreading from a LINE-poor area of the X (Fig. 6g; Supplementary Fig. 7A). However, in both Tg-12 clone 55 and 8 clones 267 and 203b Xist transgenes landed in LINE-poor regions of chromosome 12 and 8 (Fig. 6f–h; Supplementary Fig. 7) but chromosome-wide silencing is efficiently achieved. Therefore, LINEs are enriched around genes that are efficiently inactivated, but LINE density in close proximity of the Xist transgene integration sites does not affect Xist’s spreading efficiency. Since LINE elements are enriched in gene-poor heterochromatic regions of genome, the observed more efficient inactivation of genes in LINE-rich domains might reflect their already pre-repressed status. However, our data indicate that the lower expressed autosomal genes do not correspond to the genes that become more efficiently inactivated upon *Xist* induction (Supplementary Fig. 7D), thus confirming the specificity of LINEs in facilitating the Xist-mediated silencing of active genes. 

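CPM of allele-specific reads in untreated libraries was compared between silenced and not silenced genes. On chromosome 12 the median was lower in the silenced category by a log10 difference of -0.0653 (107 against 108 genes, two-sided permutation p = 0.467), and on the trisomic part of chromosome 8 by -0.0386 (99 against 100 genes, permutation p = 0.804). Divided by exon length, which is closer to the FPKM of the paper, the chromosome 12 difference was -0.276 (permutation p = 0.0172, and 0.0517 after Benjamini-Hochberg adjustment over chromosomes X, 12 and 8). On chromosome 8 the sign was not stable, with 0.0600 among genes with at least 50 reads. With HTSeq counts per kb of exon, an alternative chosen after seeing the data, the chromosome 12 difference was -0.194 (permutation p = 0.0176, and 0.0528 after the same adjustment). The chromosome 8 difference was then -0.0733 (permutation p = 0.308). FPKM values are not among the deposited values, so the paper's own comparison could not be repeated exactly.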

Taken together, our observations suggest that truncated and full-length LINEs may facilitate Xist-mediated transcriptional inactivation of both X-linked and autosomal genes. In particular, the X chromosome-specific enrichment of LINE elements might explain the efficient long-range silencing of X-linked genes in Tg-X;8 clones in which Xist RNA starts to spread from the autosomal portion of the X;8 translocation product.

### Chromatin environment predisposes gene silencing

Next, we asked whether the chromatin environment of X-linked and autosomal genes in ESC prior to ectopic Xist induction might predispose a specific gene to be either efficiently silenced or to escape ectopic inactivation. Therefore, we looked at the enrichment of both euchromatic and heterochromatic histone marks around the TSS sites of X-linked and autosomal genes after ranking them based on the degree of inactivation upon doxycycline induction (Fig. 7a). To estimate the density of H3K27me3, EZH2, H3K4me3, H3K27ac, and Ring1b 4 kb upstream and downstream the TSS of (I) efficiently silenced, (II) partially affected, and (III) not silenced genes we used published ChIP-seq data obtained in ESCs^46–50^. Strongly inactivated genes on both chromosomes X and 12 show enrichment of H3K27me3 and Ring1b, and are depleted for active marks such as H3K4me3 and H3K27ac around their TSS prior to inactivation. 

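Silenced X-linked genes had a lower CPM of allele-specific reads in untreated libraries than not silenced genes, by a log10 difference of -0.175 in the medians (79 against 80 genes, two-sided permutation p = 0.0821, and 0.246 after Benjamini-Hochberg adjustment over chromosomes X, 12 and 8). The difference was 0.0591, with its sign reversed, among genes with at least 50 reads (permutation p = 0.661), -0.125 per kb of exon (permutation p = 0.353), -0.0102 with HTSeq counts per kb of exon (permutation p = 0.90) and -0.221 over the genes proximal to 149 Mb (permutation p = 0.0877), the last 2 of which are alternatives chosen after seeing the data.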

Interestingly, depletion of H3K27ac seems specific for the X but not for genes located on chromosome 12, suggesting that genes with less active promoters are more likely targeted by the XCI machinery on the X. Examination of average FPKM values of silenced, partially silenced and not silenced genes indeed confirms that efficiently silenced X-linked genes display a significantly lower expression level, which is not observed for efficiently silenced autosomal genes (Supplementary Fig. 7D). Our findings therefore indicate the chromatin environment might be instructive for Xist to function efficiently.

**Fig. 7:**
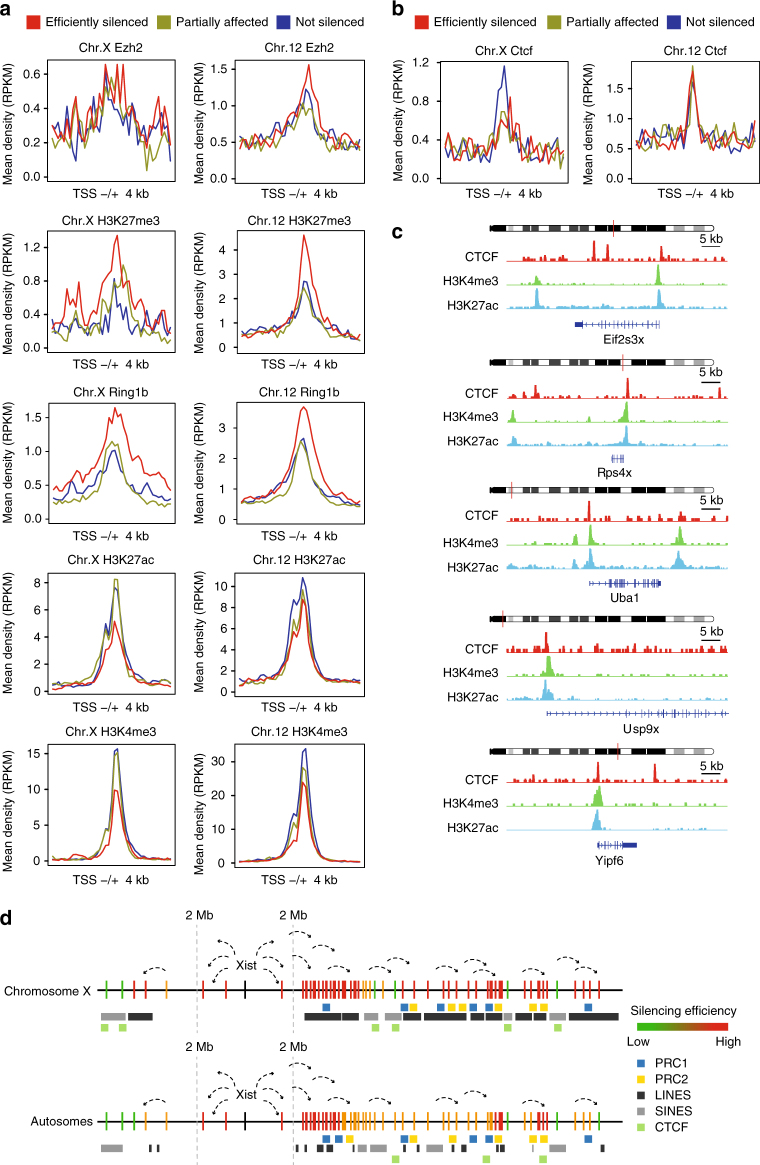
Chromatin environment and CTCF enrichment predispose gene silencing and escape. Average density plots for Ezh2, H3K27me3, Ring1b, H3K27ac, H3K4me3 **a**, and CTCF **b** in 8 kb bins around the TSS of X-linked and autosomal genes. **c** ChIP-seq analysis showing CTCF, H3K4me3, and H3K27ac enrichment at the TSS of five not silenced genes. **d** Model for Xist-mediated silencing. Both X-linked and autosomal genes are efficiently silenced in linear proximity of the Xist transcription site, regardless the genomic environment. Long-range gene silencing is more efficient for X-linked genes and relies on LINE elements and PRC1/2 complexes. CTCF sites overlap with SINE elements and CTCF binding mediates X chromosome-specific escape from XCI

### CTCF is enriched at the TSS of X-linked “not silenced” genes

To date, several lines of evidence have suggested CTCF to be involved in XCI escape. CTCF is enriched at transition regions between silenced and escaping loci on the Xi^27^ and might act to prevent spread of escape into neigbouring regions^26^. Moreover, escaping genes tend to be the only regions that show accessible chromatin on the Xi, and most of these accessible sites correspond to CTCF sites^51^. Thus, we set out to address whether CTCF binding plays a role in mediating XCI escape in our inducible system. Using published data on ESCs CTCF profiles^52^, we assessed the enrichment of CTCF around the TSS of both X-linked and autosomal genes ranked by silencing efficiency upon Xist induction. Our analysis showed enrichment of CTCF at the TSS of “not silenced” X-linked genes relative to partially affected and fully silenced genes. This enrichment was notably absent for autosomal genes escaping XCI, pointing to an X chromosome-specific role for CTCF in mediating escape from XCI (Fig. 7b). Indeed, if active loci were causative of CTCF binding, CTCF would be enriched at the TSS of both X-linked and autosomal not silenced genes. Among the X-linked genes that showed enrichment of CTCF at their TSS, we could detect eight genes that were previously reported to escape XCI. Five of them, *Eif2s3x*, *Yipf6*, *Uba1*, *Rps4x*, and *Usp9x* were defined as escaping genes in at least two independent studies^28, 38, 42, 53, 54^, and three of them, *Usp11*, *Haus7*, and *Apoo* were reported to escape in one study^55^. These findings suggest a very important role for CTCF in maintaining escape from XCI during evolution of our sex chromosomes.

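Eif2s3x, Uba1, Rps4x and Yipf6 were in the not silenced category of the ranking, with mean Δ ratios of 0.0395 ± 0.0461, 0.0432 ± 0.0239, 0.0621 ± 0.0476 and 0.0851 ± 0.0655 (SD, n = 9 clones) and ranks of 184, 179, 165 and 177 among 239 genes. Among these 4 genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave a loss of the transgene allele in Tg-X clones for Rps4x (log2 change -0.337, adjusted p = 5.39e-08) and Uba1 (-0.272, adjusted p = 0.000932), but an adjusted p of 0.569 for Eif2s3x and 0.160 for Yipf6. In Tg-X;8 clones the adjusted p was 0.00102 for Rps4x and between 0.0502 and 0.0817 for the other 3, so the category is a place in the ranking and not the absence of a shift. Usp9x was in the partially affected category with 0.0548 ± 0.0416 and a rank of 152. Usp11 (0.0884 ± 0.0304), Apoo (0.0798 ± 0.138) and Haus7 (0.102 ± 0.118) were partially affected with ranks of 151, 154 and 159 (SD, n = 9 clones). Of the 80 not silenced genes, 31 lie distal to 149166495 on the X, where the Δ ratio had little room in most genes. In 3 equal categories over the 201 proximal genes alone, Usp9x, Usp11, Apoo and Haus7 fall into the not silenced category by these ranks. This restriction was chosen after seeing the data. In Tg-X clones the same test gave adjusted p = 2.12e-05 for Usp9x, 2.93e-06 for Usp11, 0.00442 for Haus7 and 0.438 for Apoo. In Tg-X;8 clones it gave adjusted p = 0.00842 for Usp11, 0.247 for Usp9x and 0.279 for Apoo. Haus7 had a log2 change of 0.0517 there (unadjusted p = 0.858 in the same test). Among Usp9x, Usp11, Haus7 and Apoo, Usp11 alone had an adjusted p under 0.05 in both Tg-X and Tg-X;8 clones. Rps4x, named above, did so as well. Apoo and Haus7 had a mean of 32.5 and 49.0 allele-specific reads per library, against 8021 for Rps4x, and their Δ ratios are correspondingly less precise.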

## Discussion

To investigate the mechanisms of Xist-mediated gene silencing, we developed an inducible *Xist* expression system in ESCs. Although previous studies have assessed Xist transgenic ESCs, all these approaches were based on a limited number of genomic integration sites, led to functional nullisomy of autosomal genes upon *Xist* induction, and were performed in non-polymorphic mouse strains^16, 18, 36^. The present study was designed to provide a number of advantages over previous strategies involving Xist transgenes. First, the use of F1 hybrid ESCs derived from 129/Sv and Cast/Ei mouse strains^56^ provided a very high density of SNPs and facilitated genome-wide expression analysis by allele-specific RNA-seq^33^. Second, the use of female wild-type and aneuploid ESC lines carrying either an extra copy of chromosome 12 or an unbalanced X;8 translocation allowed us to induce XCI in ESCs without triggering cell death, and to look at its impact during differentiation. Third, by controlling Xist expression in isogenic clones we could directly compare the efficiency of Xist-mediated silencing between sets of ESCs that differ only in terms of Xist transgene integration site on chromosomes X and autosomes.

Our studies indicate that Xist RNA can efficiently spread in *cis* from different genomic locations, although its ability to trigger gene silencing is position dependent. On the X chromosome, XCI can be triggered from different loci always faithfully recapitulating endogenous XCI: (I) “efficiently silenced” genes highly overlap with genes that become inactivated first upon differentiation of wild-type female ESCs^38^, (II) a high overlap was observed between genes that escape XCI^38^, and (III) evolutionarily younger genes are more likely to escape XCI than older genes, confirming that XCI efficiency is influenced by the evolution of the X chromosome^42^. On autosomes, the efficiency of Xist’s silencing is heterogeneous in between different clones, in line with many X;autosome translocation studies performed in somatic cells^11–13, 57, 58^. Although all tested clones displayed gene silencing in close proximity to the Xist transgene integration site, comparison of the genomic environment of the *Xist* transgenes indicated variability between transgenes. This variability might be related to gene density, which we find increased in the near vicinity (2 Mb) of the transgene integration site for most transgenes that silence efficiently. Xist’s spreading on the X chromosome has previously been proposed to follow a two-step mechanism, initially targeting gene-dense areas^19^, with a preference for genes located in spatial proximity to the Xist transcription locus^20^. The variable silencing of autosomal *Xist* transgenes may therefore be partially explained by local and distal differences in gene density in conjuction with a favorable spatial landscape for *Xist* to function.

High-resolution maps of Xist RNA localization on the X chromosome showed that LINE-rich domains are not coated by Xist RNA at the onset of XCI^19, 20^, however, several studies have reported that LINEs may play a role in XCI^16, 18, 59, 60^. Silent LINEs have been implicated into the assembly of a nuclear heterochromatic compartment into which active genes are recruited upon XCI^3, 16^. Also, LINE elements are enriched in heterochromatic G-dark positive bands^61^, and carry H3K9me3 at their promoters^45, 62^. Interestingly, loss of H3K9me3 upon XCI results in decreased gene silencing^63, 64^. Since Xist RNA directly interacts with hnRNP K^65^, which is required for H3K9me3 deposition^66^, LINEs might aid Xist recruitment into their heterochromatic environment. Here, we have been able to systematically test whether LINEs facilitate gene silencing in the context of different *Xist* transgene integration sites, either on the X chromosome or on autosomes. We found that LINEs are consistently enriched around TSS of efficiently silenced genes. Such an enrichment was not found for SINEs, highlighting the specific role of LINEs in facilitating Xist function. Importantly, all autosomal *Xist* transgenes that led to efficient chromosome-wide inactivation were integrated in LINE-poor areas of chromosome 8 and 12. Thus, LINEs may facilitate the propagation of silencing along the chromosome, rather than working as X-linked-specific binding sites for Xist spreading. Our findings may therefore be explained by assuming that LINE dense X-linked sequences are required to properly form a nuclear heterochromatic compartment, independent of the Xist integration site, then resulting in efficient recruitment of genes for inactivation. This suggests that chromosome 8 and 12, which display an overall reduced LINE density may fail to create a functional nuclear heterochromatic compartment, leading to a reduced efficiency to silence autosomal genes. Importantly, chromosome 8 genes in proximity of the X;8 translocation breakpoint, thus closer to X chromosomal, LINE-rich DNA, appear to be more efficiently silenced than other autosomal genes, which are closer to the Xist transcription locus. This again highlights the role of the X-linked LINE-dense environment in facilitating gene silencing.

Exhaustive analysis of multiple different *Xist* transgenic cell lines indicated that X-linked and autosomal genes that are most efficiently inactivated by Xist tend to show enrichment of both PRC1 and PRC2 components, before *Xist* induction. Accordingly, about half of the X-linked PRC2 sites that are acquired upon ESC differentiation correspond to sites that were marked exclusively by H3K27me3 in undifferentiated ESC^67^. Since PRC2 and PRC1 positively influence each others recruitment^68^, and Xist has been reported to directly or indirectly interact with both repressive complexes^65, 69^, the observed enrichment of polycomb complexes at the TSS of silenced genes might be involved in Xist RNA or PRC1/2 recruitment, or else in facilitating the Xist-mediated gene silencing process. Interestingly, we find X chromosome-specific depletion of H3K27ac at TSSs of efficiently silenced genes, revealing an epigenetic signature that might facilitate XCI and explain the more efficient inactivation of X-linked genes.

Finally, we found several known escapees in our “not silenced” category of X-linked genes which correspond to genes that always escape XCI regardless of the locus from which Xist starts spreading, i.e., (I) its endogenous locus on the X, (II) several different loci along the wild-type X chromosome, or (III) the autosomal portion of the X;8 translocation product. These findings show that escaping loci have the intrinsic ability to consistently resist XCI, similar to what was previously reported for the *Jarid1c* locus^25^. Although escaping genes have been previously found to co-localize with CTCF binding clusters on the Xi^28^, it has been very difficult to address whether CTCF binding itself triggers escape from XCI or whether the transcriptional activity of escaping genes is causative of the CTCF binding. Our results indicate specific enrichment of CTCF at the TSS of X-linked but not autosomal genes that escape ectopic XCI, thus excluding the enrichment of CTCF to simply reflect the transcriptional activity of not silenced genes. Importantly, X chromosome-specific enrichment of CTCF at escaping loci also suggests that maintenance of CTCF binding upon XCI evolution might have allowed clusters of escaping genes to resist the general collapse of topologically-associated domains, a typical feature of the inactive X chromosome^51, 70^. In contrast, autosomal genes have not been selected in favor or against their degree of inactivation upon Xist RNA spreading, thus explaining both the lack of differential CTCF enrichment at the TSS of strongly inactivated and not silent genes, and the less efficient long-range silencing of autosomal genes compared to X-linked genes.

The expansion of CTCF binding sites functionally relies on a repeat-driven mechanism^71^. CTCF motifs were carried to over thousands genomic locations in the mouse genome by transposition of SINE elements^72^. Thus, since CTCF binding prevents both DNA methylation^73^ and the establishment of a repressive chromatin environment^74^, carrying a CTCF motif within their sequence have conferred SINE elements an evolutionary advantage^71^. Indeed we observed a positive correlation between SINEs and XCI escape, similar to a previous report studying human somatic cells^59^. In the context of XCI, the SINE-driven expansion of CTCF binding sites, together with the enrichment of CTCF at the TSS of escaping genes might therefore explain the positive correlation that we found between SINEs and genes that tend to resist to ectopic Xist induction.

In summary, our data support a model where the X chromosome evolved specific genomic features facilitating efficient XCI and escape of XCI. The accumulation of LINEs facilitated silencing by providing a structural basis for XCI to proceed, guided by a chromatin landscape of genes subjected to XCI, while the X chromosome-specific enrichment of CTCF at escaping loci may enable them to resist Xist-mediated chromosome-wide inactivation (Fig. 7d). In conclusion, the findings we report here, exploring Xist-mediated initiation and spread of XCI from numerous different *Xist* transgenes, provide unique insights into the genomic and epigenomic features that are required to enable Xist RNA-mediated chromosome-wide silencing and local escape.

## Methods

### Recombinant BACs construction

The X-linked Cast/Ei BAC CH26-171B21 containing the Xist endogenous locus was modified by bacteria-mediated homologous recombination^30^. The pTRE-DsRed-3-5-NEO targeting vector was constructed starting from pTRE-Tight-BI-DsRed2 (Clontech). Homology arms and kanamycin/neomycin resistance cassette flanked by lox sites were amplified by PCR from BAC CH26-171B21 and TOPO-Xist-GFP-NEO using primers listed in Supplementary Table 1. Correctly recombined pTRE-Xist-CH26-171B21 BACs were screened by PCR using primers listed in Supplementary Table 1. Similarly, the M2rtTA transactivator was targeted at the ROSA26 endogenous locus of the 129/Sv BAC RP24-140O11. The M2rtTA-ROSA26-NEO targeting vector was constructed starting from the TOPO-KanaNEO plasmid. 3′ and 5′ homology arms were PCR amplified from BAC RP24-140O11 and ROSA26-m2rtTA-Puro-Amp plasmid using primers listed in Supplementary Table 1. Correctly recombined BACs R26-M2rtTA-RP24-140O11 were screened by PCR using primers listed in Supplementary Table 1.

### ESCs culture and transgenic ESC lines generation

ESCs were grown either in standard serum + LIF ESC medium conditions containing DMEM, 100 U ml^−1^ penicillin/streptomycin, 20% KnockOut Serum Replacement (Gibco), 0.1 mM NEAA, 0.1 mM 2-mercaptoethanol, 5000 U ml^−1^ LIF, or in feeders-free 2i + LIF conditions supplemented with 1 μM MEK inhibitor PD0325901 (Stemgent) and 3 μM GSK3 inhibitor CH99021 (Stemgent). Transgenic ESC lines were generated using polymorphic F1 2–1 hybrid ESC lines (129/Sv-Cast/Ei)^30^. ESC clones were transfected with 30 μg of recombinant BACs. BAC R26-M2rtTA-RP24-140O11 carrying the reverse tetracycline transactivator M2rtTA was targeted to the 129/Sv chromosome 6 of three F1 2–1 ESC lines (40,XX, 40,XX,t(X;8), 41,XX,dup12). Loss of a MnlI RFLP upon homologous recombination was used to screen drug-resistant clones for correct targeting events with primers listed in Supplementary Table 1. Similarly, BAC pTRE-Xist-CH26-171B21 was used to target the endogenous locus of the Cast/Ei X chromosome of 40,XX F1 2–1 lines, thus generating the Tg-E clones. Loss of a Tsp509I RFLP was used to screen drug-resistant clones for correct targeting events with primers listed in Supplementary Table 1. Correctly targeted clones were screened by PCR for loss of one X chromosome by a Pf1MI RFLP located in the X-linked gene *Atrx* using primers listed in Supplementary Table 1. To generate clones Tg-12, Tg-X, and Tg-X;8 F1 2-1 ESC lines 40,XX,t(X;8) and 41,XX,dup12 were transfected with BAC pTRE-Xist-CH26-171B21 and neomycin-resistant clones were screened by DNA FISH. To induce Xist expression, ESC medium was supplemented with 2 μg ml^−1^ doxycycline.

### Fluorescent in situ hybridization

For DNA FISH, methanol acetic acid fixed cells were dropped on glass slides and incubated at 37° C 24 h. Slides were washed 10 min in 2× SSC buffer at 55 °C (1× SSC: 0.15 M NaCl, 0.015 M sodium citrate), and 5 min in 2× SSC buffer at room temperature before being dehydrate in a gradient of 70, 90, and 100% EtOH. Nick-labeled DNA probes (DIG or BIO Nick-translation kit, Roche) were dissolved in hybridization mixture (50% formamide, 10% dextrane, 2× SSC, pH = 7.5) and 100 ng μl^−1^ mouse Cot-1 DNA (Thermo Fisher Scientific) to a final concentration of 1 ng μl^−1^. The probe mixture was applied to the cells, covered with a glass coverslip, incubated 3′ at 75° C and let to cool down for 30 min on the heating plate after having turned it off. Slides were then incubated overnight at 37° C in a humid chamber filled with 50% formamide in 2× SSC buffer. After hybridization, slides were washed for 10 min in 2× SSC buffer at room temperature, two times 10 min in 0.1× SSC buffer at 55° C and 10 min in low-salt buffer at room temperature (100 mM Tris, 150 mM NaCl, 0.05% Tween). Detection was done by incubation with FITC-labeled anti-digoxigenin antibody (Roche, 11207741910, 1:100) and Alexa594-labeled Streptavidin (Thermo Fisher Scientific, S11227, 1:100) in low-salt buffer containing 1% of low-fat milk for 60 min at 37° C. Slides were washed for 10 min in low-salt buffer and mounted with ProLong Gold Antifade with DAPI (Molecular Probes). The following BACs were used as probes: CH26171B21 (Chr. X), RP23477B14 (Chr. 8), and RP24112A14 (Chr. 12).

For Xist RNA FISH, ESCs were fixed for 10 min with 4% paraformaldehyde (PFA)–PBS at room temperature, washed with 70% EtOH, permeabilized 4 min with 0.2% pepsin at 37 °C and post-fixed with 4% PFA–PBS for 5 min at room temperature. Slides were washed twice with PBS and dehydrated in a gradient of 70, 90, and 100% EtOH. The *Xist* probe was a 5.5 kb *Bgl*II cDNA fragment covering *Xist* exon 3–7. The probe was dig-labeled (DIG Nick-Translation Kit, Roche) and dissolved in hybridization mixture (50% formamide, 2× SSC, 50 mM phosphate buffer (pH 7.0), 10% dextran sulfate) and 100 ng μl^−1^ mouse Cot-1 DNA (Thermo Fisher Scientific) to a final concentration of 1 ng μl^−1^. After 5 min of denaturation, the probe was pre-hybridized for 45 min at 37° C, and slides were incubated in a humid chamber filled with 50% formamide in 2× SSC buffer at 37° C overnight. After hybridization, slides were washed once in 2× SSC, three times in 50% formamide-2× SSC, both at 37° C and twice in TST (0.1 M Tris, 0.15 M NaCl, 0.05% Tween 20) at room temperature. Blocking was done in BSA–TST for 30 min at room temperature. Detection was done by subsequent steps of incubation with anti-digoxigenin (Roche 11093274910, 1:500) and two FITC-labeled antibodies (Roche 31627, 65-6111 1:250) in blocking buffer for 30 min at room temperature. Coverslips were washed twice with TST between detection steps and once finally with TS (0.1 M Tris, 0.15 M NaCl). Dehydrated coverslips were mounted with ProLong Gold Antifade with DAPI (Molecular Probes).

### ESCs differentiation

ESCs grown in conventional serum + LIF conditions were pre-plated on cell culture dishes for 40 min and then seeded on feeders-free gelatin-coated culture dishes containing EB differentiation medium (IMDM-glutamax, 15% fetal calf serum, 100 U ml^−1^ penicillin/streptomycin, 0.1 mM NEAA, and 50 μg ml^−1^ ascorbic acid). During differentiation, the culture medium was refreshed daily. To induce neuronal differentiation, ESCs grown in feeders-free 2i conditions were seeded at a density of 10,000 cells per cm^2^ on 10 μg ml^−1^ laminin-coated (Sigma Aldrich, L2020) dishes in neuronal differentiation medium (50% Neurobasal (Gibco), 50% DMEM:F12 (Gibco), 100 U ml^−1^ penicillin/streptomycin, 1% N-2 supplement (Gibco 17502-048), 2% B27 supplement (Gibco 17504-044), 2 mM l-Glutamine (Gibco 25030081), and 0.05 mM 2-mercaptoethanol (Gibco 31350010). Cells were refreshed daily and neuronal medium was supplemented with 250 nM retinoic acid between day 4 and day 8 of differentiation. After 8 days, cells were split at low density and further cultured in neuronal medium to obtain fully differentiated neurons around day 12–14 of differentiation.

### Expression analysis

Cells were lysed by direct addiction of 500 μg of TRIZOL and total RNA was extracted according to the manufacturer’s instructions (Invitrogen). To remove genomic DNA contamination, samples were treated for 15 min at 37° C with DNaseI (Invitrogen). Next, 1 μg of RNA was reverse transcribed by Superscript II reverse transcriptase with random hexamers (Invitrogen). For quantitative PCR and allele-specific quantitative PCR, gene expression levels were quantified using 2× SYBR Green PCR Master Mix (Applied Biosystems) in a CFX384 Real-Time machine (Bio-Rad) with primers listed in Supplementary Table 2. Expression levels were normalized to actin b using the ΔC_T_ method. To perform pyrosequencing, oligos for real-time PCR amplification and sequencing were designed according to the PyroMark Assay Design software guidelines and are listed in Supplementary Table 4. Successfully amplified PCR products were purified and annealed with the sequencing primer for pyrosequencing using the PyroMark Q24 (Qiagen).

### Targeted locus amplification analysis

In brief, ES cells were crosslinked using formaldehyde and DNA was digested with *Nla*III. The samples were ligated, crosslinks reversed, and the DNA purified. To obtain circular chimeric DNA molecules for PCR amplification, the DNA molecules were trimmed with *Nsp*I and ligated at a DNA concentration of 5 ng μl^−1^ to promote intramolecular ligation. After ligation, the DNA was purified, and six 25 μl PCR reactions, each containing 100 ng template, were pooled for sequencing. All used oligos are listed in Supplementary Table 3. PCR products were NGS library prepped using Illumina NexteraXT NGS library preparation according to manufacturer’s protocols. We performed sequencing of targeted locus amplification libraries on the Illumina MiSeq platform pooling ~20 libraries per V2 PE150 sequencing run. Reads were mapped using split-read aware alignment with BWA mapping software.

### Density plots

Available ChIP-seq data sets were retrieved from the Gene Expression Omnibus (GEO) database and mapped to reference genome mm10 as previously described^75^, i.e., sequences with low complexity that are unlikely to map uniquely to the genome were removed from the described ChIP-seq data sets using prinseq-lite with the dust method with 7 as threshold. The remaining sequences with a Phred score < 70 were mapped to the mm10 reference genome using Bowtie v0.12.7, where a seed length of 36 was used in which we allowed a maximum of two mismatches. If a read had multiple alignments, only the best matching read was reported. Duplicated reads were removed. ChIP-seq data sets with multiple replicates were merged. For the ChIP-seq density plots mapped reads were counted in bins of 200 bp in 8 kb centered on the TSSs of genes. Reads were normalized to RPKM. Genes were divided in categories and average RPKMs were plotted.

### Box plots

The positions of all LINE and SINE elements along the entire length of chromosomes X, 12, and 8 were obtained from the mm10 repeat masker table (UCSC genomic browser). LINE and SINE elements were counted in 1 Mb regions centered on the TSSs of genes. Genes were divided in categories and plotted in box plots.

### RNA sequencing

RNA samples were prepared with the Truseq RNA kit, sequenced according to the Illumina TruSeq v3 protocol on the HiSeq2000 with a single 43 bp read and 7 bp index. Allele-specific analysis was performed as previously described with minor modifications^33^. Mouse Cast/Ei and 129/Sv genomes were built from the Mouse Sanger database project (version 3) and Mouse mm10 reference genome. Raw sequencing reads were aligned to both genomes with the TopHat aligner (v2.0.6). RefSeq gene annotation from UCSC genome browser was used as the reference for known transcripts. For each sample, mapping results against both parental genomes were merged to keep the best alignment for each read. Only unique alignments were reported for downstream analysis. At each SNP site, the number of bases matching each genotype was counted to obtain the abundance of the 129 and Cast alleles (samtools mpileup v0.1.19). The allelic counts per gene were then estimated by summing up the number of 129- and Cast-specific reads of all exonic SNPs within the gene. Genes containing a single-polymorphic site were included in the analysis only when they show a coverage higher than eight reads, whereas for genes carrying multiple informative SNPs the coverage threshold was of five reads per polymorphic site.

### Data availability

All sequencing data that support the findings of this study have been deposited in the National Centre for Biotechnology Information GEO and are accessible through the GEO series accession number GSE92894. All other data that support the findings of this study are available from the corresponding authors upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

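Allele-specific RNA-seq data of 52 libraries were analysed, 48 from undifferentiated ESCs of 13 clones and 4 from neurons of clone 55 at day 14. ESCs were untreated or treated with 2 µg/ml doxycycline for 5 days. The condition of each library was taken from its deposited label and the paper's list of clones. Clone 160 is labelled as a clone with the transgene on the X in the deposited data and was analysed as Tg-12, as in the paper. A further 8 libraries labelled clone 292 were not assigned to a condition and are not used in any comparison, because their cell-type labels conflict with the paper's ESC and neuron samples.

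For each library the authors deposited a list of genes with counts and a fraction. The counts are the numbers of Cast and 129 reads over the exonic polymorphisms of a gene and their sum, without normalization, and the number of all reads counted on the gene with HTSeq. The fraction is the number of Cast reads over all allele-specific reads, which was checked to equal the ratio of the deposited counts. To make these values, the authors aligned single reads with TopHat to a 129/Sv and a Cast/Ei genome, kept the best unique alignment, counted alleles at each polymorphism with samtools and set a minimum of reads per polymorphism. This filter is already included in the deposited values. The smallest number of allele-specific reads of a listed gene is 8, and genes without enough reads are missing from a library, not given as 0. The files list 14383 genes, of which 490 lie on the X, 536 on chromosome 12 and 759 on chromosome 8. Of these, 13597 have a symbol in the RefSeq annotation of GRCm38, and 99.7% of those overlap the annotated gene, so coordinates of both could be used together.

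ESC libraries held between 731374 and 5830149 allele-specific reads and neuron libraries between 7068712 and 10698003. At the depth of single genes, binomial draws without any change placed 10.7% of autosomal genes past a Δ ratio of 0.1, averaged over clones, which limits statements on single genes. These draws cover counting error only.

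The Cast/all ratio was oriented to the allele with the transgene, which is Cast in Tg-E and Tg-X clones and in Tg-12 clones 160, 228 and 273, and 129 for the X in Tg-X;8 clones and for chromosome 12 in clone 55. For the trisomic part of chromosome 8 it is Cast. The boundary of the trisomic part was estimated from untreated libraries of t(X;8) clones alone. Libraries were summarised by the median ratio over genes, and treated and untreated libraries were compared by exact two-sided permutation of the labels within clones. The pairing of a treated with an untreated library comes from the replicate number in the labels, and in clone 273 the replicates are numbered 1 and 3. It was used for the Δ ratio and, as an alternative, as a block with an exact sign-flip test. Whether same-numbered libraries resemble each other was checked by correlating replicate differences across genes. A gene was counted as affected at a Δ ratio between 0.1 and 0.5, the limits of the paper. Differences between groups of clones were tested by exact permutation of clones or pairs. Where several clones or chromosomes were tested alike, p was also adjusted by the Benjamini-Hochberg method.

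Allelic shifts of single genes were tested with edgeR 4.0.16 in R 4.3.3, with 2 columns per library for the alleles, a term for each library, a term for each clone and allele, and the treatment by allele interaction as the tested term, by the quasi-likelihood test with Benjamini-Hochberg adjustment within each chromosome. DESeq2 1.42.0 was an alternative. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Permutation tests over genes used 100000 permutations, free permutations of positions used 20000, and circular shifts used every rotation. The genes named are those on X, 12 and 8 that the paper names, and for each of these chromosomes the 3 with the largest mean Δ ratio among genes with Δ above 0 in every clone and the 3 with the lowest, with a mean of at least 50 allele-specific reads. Some of these genes are not reported here.

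The procedure was tested on simulated data. In 5770 simulated genes, of which 200 had a 2-fold allelic change, edgeR called 91.0% of the changed genes and 10 unchanged ones, and DESeq2 called 83.5% and 2. A change of 0.25 put into the ratio of 200 genes was recovered as a mean Δ ratio of 0.246, with 96.8% of the changed and 10.9% of the unchanged genes past the limit. In 200 draws of chromosome 19 without any change, the exact permutation test of shifts in Tg-X clones gave a p under 0.05 in 6.0%, and in the draw that carried the changed genes chromosome 19, left unchanged, had p = 0.0509. The test of positions with free permutation gave p = 0.691 for categories at random and p = 5e-05, the smallest that its permutations can give, for categories in blocks. The circular-shift permutation test gave p = 0.00187 for categories in 3 blocks, and a p under 0.05 in 4.5% of 200 draws at random, in 5.5% of 200 draws in runs of 10 genes that ignore the segments and in 100% of 200 draws in which the segment sets the shares of the categories, all with the positions of 536 chromosome 12 genes.

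The alternatives changed the minimum of reads per gene to 20 and 50, the lower limit of the Δ ratio to 0.2, the upper limit, the pooling of reads, the conversion of trisomic ratios, the model and its size factors, the replicate block, the part of chromosome 8, the ranking and the windows around the transgene, and left out each replicate in turn. The restriction to X-linked genes proximal to 149 Mb, the measure of neighbouring genes, the opposite pairing in clones 160 and 273, the HTSeq counts for expression, the removal of single neuron replicates and the inclusion of Xist and Tsix near the transgene were added after seeing the data. FPKM values, ChIP-seq data, LINE density, pyrosequencing and RNA FISH are not analysed here.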

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

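The tests of mapping bias, of segments and of mixed libraries on chromosome 12, of mapping bias and of a shared karyotype on chromosome 19, of the distal X, of Xist reads and of a few genes in clone 160 and of shifts of the whole genome were chosen only after the result was seen.

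In 40 groups of 4 to 10 libraries of the same category and treatment, the library farthest from the others was compared with them by Dixon's criterion at the 95% level, and 5 libraries stood apart, where about 2 are expected by chance. The proximal chromosome 8 median was 0.524 in treated clone 109 replicate 2, against 0.492 to 0.507 in the other treated Tg-X libraries. The distal chromosome 8 median was 0.653 in untreated clone 267 replicate 2, against 0.661 to 0.664 in the other untreated Tg-X;8 libraries, and the chromosome 12 median was 0.678 in treated clone 267 replicate 2, against 0.662 to 0.667. Untreated clone 228 replicate 2 had 731374 allele-specific reads, against 1517006 to 2130938 in the other untreated Tg-12 libraries, and untreated clone 339 replicate 1 had 2365335, against 1186577 to 1597661. No explanation of these 5 values was tested, and no biological one is given by the design. With each replicate left out in turn, the chromosome 8 shift of Tg-X;8 clones stayed between -0.0265 and -0.0171 and the chromosome 12 shift of Tg-12 clones between -0.0226 and -0.0215.

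The shift of the trisomic chromosome 8 median upon doxycycline differed between Tg-X;8 and Tg-X clones by -0.0203 (exact two-sided permutation p = 0.0286, the smallest that 3 against 4 clones allow). It was between -0.0262 and -0.0158 in the 3 Tg-X;8 clones and between -0.00648 and 0.00638 in the 4 Tg-X clones. A shift of the whole genome upon doxycycline would move other autosomes as well, but their largest shift in Tg-X;8 clones was 0.00399 in size. Both groups carry the same translocation and were treated alike, so the difference may reflect silencing in cis by the transgene on the translocation product. The clones differ in origin as well as in the transgene, and this was not separated.

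Chromosome 12 had a mean median Cast/all ratio of 0.669 in the 16 untreated libraries of the 8 Tg-E, Tg-X and Tg-X;8 clones, for which the paper reports no additional chromosome 12. A mapping bias of the whole genome would raise other autosomes too, and the highest mean among the other autosomes except 8 was 0.502. If a few genes or one segment were the source, some 10 Mb bins would lie near 0.5, but the lowest bin had 0.638. Loss of 129 expression without an additional Cast copy would leave the Cast reads in the range of the other autosomes. They had a median of 37.3 CPM per gene, against at most 27.1 on the 17 others, so such a loss alone does not account for the ratio. The 129 reads, with 19.5 CPM per gene against a median of 24.6 on the others, were lower on only 1 of 17, so a reduction of 129 expression in addition was not excluded. Mixed or mislabelled libraries would spread the clones, whose means covered a range of 0.0184. An additional Cast copy of chromosome 12 in the parental lines of these clones remains as a candidate explanation, found and tested on the same data.

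In untreated Tg-12 clones 228, 273 and 55 the proximal part of chromosome 8 had a Cast/all ratio of 0.673 (range over clones 0.671 to 0.674), against 0.515 in clone 160 and 0.504 in untreated Tg-X clones. A mapping bias would change the ratio without changing the dosage. Expression of the proximal genes relative to the Tg-E, Tg-X and Tg-X;8 clones was 1.40 on average and 1.37 in the lowest of the 3 clones, which is consistent with an additional Cast copy of the whole chromosome. The paper's list of karyotypes gives none for these clones.

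Chromosome 19 had a Cast/all ratio of 0.341 ± 0.00545 (SD, n = 4 libraries) in clone 55 ESCs, against 0.498 to 0.512 in the 44 other ESC libraries. A mapping bias without a change in dosage would leave expression unchanged, but it was 1.59 times that of the Tg-E, Tg-X and Tg-X;8 clones. A segment would leave some bins near 0.5, and the highest of 7 bins had 0.353. The 55-38 neurons had 0.333 without and 0.337 with doxycycline, but the 55-20 neurons had 0.462 and 0.505, so a single karyotype for all clone 55 cells does not account for the values. An additional 129 copy of chromosome 19 in part of the clone 55 cultures may explain them. The paper does not report on chromosome 19.

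Untreated 55-20 neurons had a chromosome 12 Cast/all ratio of 0.756, above the 0.659 of untreated 55-38 neurons and near the 0.75 that 3 Cast copies and 1 of 129 origin give. A difference in read depth was set aside, since the difference was 0.0965 over genes with at least 50 reads. Lower 129 expression would reduce the 129 reads, whose number in 55-20 relative to 55-38 was 0.967 after adjustment to the other autosomes, while the Cast reads were 1.44 times as many. The numbers are consistent with 1 more Cast copy of chromosome 12 in 55-20, without replicates to test it.

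In untreated clone 160 the X-linked Cast/all ratio was 0.564, against 0.486 to 0.506 in the other untreated Tg-12 libraries. A bias of a few genes is unlikely, since 77.0% of 148 genes proximal to 149 Mb had a higher ratio than in untreated clones 228, 273 and 55, against 39.2% to 55.4% when each of these 3 was compared with the other 2. A first version of this test used the ratio of all X-linked reads, 0.552, which a few genes with many reads can raise, so genes were counted instead. The genes distal to 149166495 had a ratio of 1.00 in untreated clone 160, but their absence does not remove the bias, as the genes proximal to this position had 0.540. Xist reads of the 129 allele numbered 205 CPM, counts scaled to the allele-specific reads of the library, without doxycycline, so expression of the endogenous Xist from the 129 X, which carries a Tsix-Stop allele in this clone, may account for the bias, as the paper states for clone 267.

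The step at 149166495 on the X, with a ratio of 1.00 in untreated libraries of clone 160 and of all 7 Tg-X and Tg-X;8 clones, was weighed against mapping bias. Such a bias would affect all clones, and the highest ratio of the same genes in untreated clones 87, 228, 273 and 55 was 0.505. Higher Cast expression with the 129 copy kept would not lower expression, and expression of the distal genes was 0.491 of that in these 4 clones. In 2 of the 43 genes 129 reads remained, since G530011O06Rik had 33.3% and Fancb 14.1% of 129 reads in untreated Tg-X and Tg-X;8 clones. For the other 41 genes the remaining candidate is the loss of the distal 129 copy, in keeping with the partial monosomy of the X that the paper describes for the translocation. For clone 160 the paper lists the karyotype of the other Tg-12 clones, without the translocation, whereas its chromosome 8 medians of 0.515 (proximal) and 0.659 (distal) were like those of the t(X;8) clones.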

How the results depend on the processing

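The alternatives named here were set before the data were examined, except the genes proximal to 149 Mb on the X, the share of neighbouring genes, HTSeq counts, the removal of single neuron replicates, the opposite pairing in clones 160 and 273 and the inclusion of Xist and Tsix, which were added after seeing the data. Of 216 alternatives for the 32 results that answer a comparison, 153 gave the same outcome, 45 moved a value by more than the replicate spread or a count by more than a factor of 1.5, 9 kept the direction and passed a p threshold that the main setting did not pass, and 9 reversed the direction. The difference between neurons and ESCs with a limit of 0.2, counted among the 45, changed its sign as well. For 7 of the 32 results every alternative tried gave the same outcome. For the results that changed, the cause was not tested.

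The X-linked shift of Tg-X clones kept its sign under all alternatives, with -0.0970 as the smallest size, over genes listed in every library, as did that of Tg-X;8 clones, with 0.0525 for pooled reads. The p of these shifts was the smallest possible in every case, so it could not show a gradual change. With the replicate block, the p of the Tg-X;8 shifts could not go below 0.0625. The Tg-E shift was -0.165 with at least 50 reads and -0.144 with pooled reads. The chromosome 8 shift of Tg-X clones changed sign to 8.99e-05 with at least 20 reads, 0.000495 with at least 50 reads, 0.000232 with pooled reads and 0.00139 over genes listed in every library, and was between -0.00372 and 0.00285 with each replicate left out.

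The percentages of affected genes depended most on the lower limit of the Δ ratio. With 0.2, the mean on the X was 20.8%. The difference between clone 55 and the other Tg-12 clones was then 3.16 points (exact permutation p = 0.0357 over pairs and 0.25 over clones). That between the X and chromosome 8 was 9.62 points. In the other Tg-12 clones and on chromosome 8, complete silencing of 1 of 2 Cast copies moves the ratio only from 0.667 to 0.5. This is short of 0.2, so genes expressed equally from all copies pass only by noise there. Clone 55 and the X have more room, so neither difference at 0.2 compares silencing. The difference between neurons and ESCs of clone 55 was -0.978 points with 0.2. The percentages in the opposite direction were then 0.851% on the X, 2.23% on chromosome 12 and 1.604% on chromosome 8. With at least 50 reads the difference between the X and chromosome 8 was 19.8 points and that between neurons and ESCs 14.4 points, and the opposite percentages were 1.56%, 3.92% and 2.95%. With at least 20 reads the opposite percentage on chromosome 8 was 5.90%. With Δ ratios of mean ratios the difference between the X and chromosome 8 was 19.4 points (exact permutation p = 0.25, the smallest that 3 clones allow), and the opposite percentages were 6.28% on chromosome 12 and 6.82% on chromosome 8. With trisomic ratios converted, clone 55 was 8.77 points above the other Tg-12 clones (exact permutation p = 0.0357 over pairs and 0.25 over clones), neurons were 16.5 points above ESCs and the opposite percentage on chromosome 8 was 10.3%. Over X-linked genes proximal to 149 Mb the mean on the X was 51.9% and the difference to chromosome 8 22.7 points. With each replicate left out, the mean on the X was between 45.8% and 49.3%, the opposite percentage on chromosome 8 between 8.40% and 9.45% and the difference between neurons and ESCs between 7.68 and 13.5 points. Among the percentages of single clones and the named genes, 110 of 167 alternatives left the value within 1 SD and 57 did not, of which 16 were lower percentages with the limit of 0.2 and 9 lower and 4 higher ones with at least 50 reads.

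Ranked by the mean Δ ratio, 74.9% of X-linked, 68.0% of chromosome 12 and 55.5% of chromosome 8 genes kept their category, and over proximal X-linked genes 87.1% did. The statistic of positions on the X was 42.1 with free permutation (p = 5e-05, the smallest possible) and 52.6 over proximal genes (circular-shift permutation p = 0.0398). The share of neighbouring genes in the same category was 50.0% on the X and 53.0% over proximal genes (p = 1e-05 for both, the smallest possible), and 38.0% on chromosome 12 (permutation p = 0.0368). The difference in expression between silenced and not silenced genes reversed to 0.0591 on the X with at least 50 reads and to 0.0272 (ranked by the Δ ratio) and 0.0600 (at least 50 reads) on chromosome 8. On chromosome 12 its unadjusted p passed the threshold per kb of exon (-0.276) and with HTSeq counts per kb of exon (-0.194). The difference by distance from the transgene reversed with each replicate left out, between -0.00253 and -0.00172. The correlation of Δ ratios between clones was 0.469 on the X and 0.144 on chromosome 8 with at least 50 reads. With each replicate left out it was between 0.257 and 0.320 on the X, between 0.0387 and 0.0522 on chromosome 12 and between 0.00590 and 0.100 on chromosome 8.

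Counts of genes with an adjusted p under 0.05 depended on the model. On the X, Tg-X;8 clones had 28 genes with DESeq2 and its own size factors, and 15 to 31 with each replicate left out, against 51. On chromosome 8 they had 7 with DESeq2 and size factors of 1, 5 with its own size factors and 1 to 2 with each replicate left out, against 11. Tg-X clones had 2 genes on chromosome 8 with DESeq2 under both size factors, against 4, and 0 with either replicate left out, with 26 and 28 at an unadjusted p under 0.05. Tg-12 clones had 9 genes on chromosome 12 with DESeq2 and its own size factors and 2 to 8 with each replicate left out, against 16. On the X of Tg-X clones the count stayed between 76 and 107. The depth limits single genes more than medians, since a gene with 8 reads can pass a Δ ratio of 0.1 by counting noise alone.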

Differences from the paper's values

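Of 23 values that the paper states or shows and that were also computed here, none differed both by more than the replicate spread and by more than a factor of 1.5. Under the alternatives, 24 of 165 comparisons did, most of them percentages with a lower limit of 0.2 for the Δ ratio. The bars of Fig. 3d and i, read by eye, show about 61% of X-linked genes for clone 85, about 36% for clone 86, about 65% for clone 109, about 44% for clone 190, about 42% for clone 203b, about 36% for clone 267 and about 38% for clone 339, each above the value over all X-linked genes. Over the genes proximal to 149 Mb on the X, an alternative chosen after seeing the values, the percentages were 60.8%, 36.6%, 69.6%, 44.7%, 41.9%, 36.2% and 40.9%.

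The paper calls the lower percentage of chromosome 8 genes than of X-linked genes in Tg-X;8 clones significant. With replicate pairs as the units, the exact permutation p was 0.0625, the smallest possible, and none of the alternatives set before the data were examined gave a lower one.

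The paper describes a duplication of the larger part of chromosome 8. The step in the untreated Cast/all ratio lies at 70132278, with 45.8% of the chromosome's length distal to it.

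The paper describes a slight tendency of strongly silenced chromosome 8 genes to deviate from the pattern of the others, and proposes the proximity of the breakpoint as its reason. With the trisomic part divided into 4 segments of equal length, the statistic over segments and categories did not differ detectably from chance (circular-shift permutation p = 0.545).

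The paper states that genes in the nearest window around the transgene are always more silenced than those in wider ones. Its box plots show Cast/all ratios of X-linked and chromosome 12 genes. Here the Δ ratio was used, clones 267 and 203b on chromosome 8 were included, and clone 292 was not. The median Δ ratio was highest within 2 Mb in 4 of 9 clones, among them clones 55 and 86, which the paper names as examples. In clone 87, another of its examples, it was 0.199 within 2 Mb, 0.211 within 20 Mb and 0.164 within 100 Mb. The site of clone 190 lies in the distal X, where most genes have few or no 129 reads and the Δ ratio has little room to change. Without this clone and over X-linked genes proximal to 149 Mb, an alternative chosen after seeing the values, it was 4 of 8 clones.

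The paper states that efficiently silenced X-linked genes are expressed at a lower level and that this does not hold on chromosome 12. The log10 difference was -0.175 on the X (permutation p = 0.0821) and -0.0653 on chromosome 12 (permutation p = 0.467). Per kb of exon it was -0.125 on the X (permutation p = 0.353) and -0.276 on chromosome 12 (permutation p = 0.0172, and 0.0517 after Benjamini-Hochberg adjustment over chromosomes X, 12 and 8). With HTSeq counts per kb of exon, an alternative chosen after seeing the values, it was -0.0102 on the X (permutation p = 0.90). On chromosome 12 it was then -0.194 (permutation p = 0.0176, and 0.0528 after the same adjustment).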

Other observations

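The tests of untreated allelic bias on the X, of a response to doxycycline on all chromosomes, of the distal X in the ranking, of shifts of the whole genome and of the labels of clone 292 were chosen only after the result was seen.

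The counts of genes with an allelic shift were compared with those from other splits of the same libraries, each of which exchanges treated and untreated labels within same-numbered pairs, so that all splits part the same pairs and differ in which pairs are exchanged. In Tg-X clones only 1 of 100 splits, the real one, gave as many X-linked genes (107, against at most 95 in another split), and only 1 of 100, again the real one, gave as many chromosome 8 genes (4, against at most 3). In Tg-X;8 clones only the real split, 1 of 32, gave as many X-linked genes (51, against at most 41) and chromosome 8 genes (11, against at most 8). In Tg-12 clones only the real one, 1 of 100, gave as many chromosome 12 genes (16, against at most 13). The median over the other splits was 0 genes in each of these comparisons. The largest counts in another split came with 1 pair exchanged in Tg-X and Tg-12 clones, and with all pairs exchanged in Tg-X;8 clones. Such splits keep or mirror most of the real grouping.

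The chromosome 12 shift of Tg-12 clones upon doxycycline was -0.0220, and the largest shift of another autosome in the same libraries was 0.00709 in size, so a shift of the whole genome is unlikely to account for it.

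On autosomes without a transgene, 13.5% of genes passed the limits of the Δ ratio upon doxycycline. Counting noise may account for most of them, as binomial draws at the depth of each gene gave 79.1% of the measured percentage, averaged over clones, and left the rest unexplained. A response to doxycycline on all chromosomes would raise the percentage between treatments above that between untreated replicates. This was so in 9 of 12 clones, with means of 13.8% and 13.5%, and the pattern cannot be told apart from such a response.

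The order of genes in the ranking may carry an allelic bias that was present before induction. Of the silenced chromosome 8 genes, 66.7% were in the lowest of 3 equal groups by the ratio in untreated Tg-X libraries, and of the silenced X-linked genes 58.2% were in the lowest of 3 equal groups by the ratio in untreated libraries, where 33.3% arise without such a bias. Of the X-linked genes distal to 149 Mb, 81.6% were not silenced in the ranking over all clones and 26.3% when the Tg-E clones alone were ranked, which is consistent with the presence of 1 copy of the distal X in the t(X;8) clones as the source of the not silenced genes at that end.

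The chromosome 12 shift upon doxycycline was larger in neurons than in ESCs of clone 55. Deeper sequencing of the neurons is unlikely to account for it, since the mean shift was 0.0648 in neurons drawn down to the depth of the ESC libraries and 0.0384 in ESCs. With 2 pairs of each, the difference was not tested beyond the exact permutation p of 0.333, and the 55-20 and 55-38 neurons differed in the chromosome 12 ratio before induction. The ESC libraries carry the label of 55-38, whose neurons alone had a shift of 0.0736.

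The 8 libraries labelled clone 292 were not assigned to a condition, because their labels conflict with the paper's samples. A mislabelled sample was tested with marker genes of pluripotent cells and neurons, and 4 of the 8 had a difference between both marker scores in the range of the cell type that their label does not name. A first version of this test compared both scores directly and gave no information, since the neurons of clone 55 also had higher pluripotency scores, so the range of the assigned libraries was used instead. The neuron score minus the pluripotency score was -7.94, -7.81, -7.85 and -7.75 in the libraries labelled untreated 1N and 2N and treated 1N and 2N, in the ESC range, and -4.29, -4.23, -5.18 and -5.60 in those labelled untreated 1 and 2 and treated 1 and 2, in the neuron range. In the same order, they held 1604582, 1984318, 1490471 and 2394903, and 10726944, 9737868, 10506672 and 10318257 allele-specific reads. Xist was not listed in untreated 1N and had 5.54 CPM in untreated 2N, 356 in treated 1N and 212 in treated 2N, and 773, 776, 870 and 452 in the others. By these values the 4 libraries with an N are like ESCs and the other 4 like neurons, as far as 1 set of markers can tell. Neuron scores of the other 4 were 4.74, 4.84, 4.27 and 4.08, in the neuron range of 2.79 to 5.96. Their pluripotency scores of 9.03, 9.07, 9.45 and 9.68 lay above the neuron range of 7.65 to 8.77. Those of treated 1 and 2 lay in the ESC range of 9.27 to 10.5, so the single scores were less clear than the difference. The chromosome 12 median Cast/all ratio was 0.668, 0.667, 0.672 and 0.671 in the libraries labelled untreated 1, 1N, 2 and 2N, and 0.654, 0.667, 0.655 and 0.663 in those labelled treated 1, 1N, 2 and 2N. The X-linked median was 0.632, 0.512, 0.634 and 0.517 in the former and 0.576, 0.522, 0.587 and 0.530 in the latter. The proximal chromosome 8 median was 0.503, 0.518, 0.501 and 0.498, and 0.502, 0.507, 0.507 and 0.498. No biological explanation was tested for these libraries.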
